# Longitudinal RNA Sequencing of Skin and DRG Neurons in Mice with Paclitaxel-Induced Peripheral Neuropathy

**DOI:** 10.3390/data7060072

**Published:** 2022-05-30

**Authors:** Anthony M. Cirrincione, Cassandra A. Reimonn, Benjamin J. Harrison, Sandra Rieger

**Keywords:** paclitaxel, CIPN, peripheral neuropathy, RNAseq, chemotherapy, skin, dorsal root ganglion neurons, pain, paclitaxel-induced peripheral neuropathy, Taxol

## Abstract

Paclitaxel-induced peripheral neuropathy is a condition of nerve degeneration induced by chemotherapy, which afflicts up to 70% of treated patients. Therapeutic interventions are unavailable due to an incomplete understanding of the underlying mechanisms. We previously discovered that major physiological changes in the skin underlie paclitaxel-induced peripheral neuropathy in zebrafish and rodents. The precise molecular mechanisms are only incompletely understood. For instance, paclitaxel induces the upregulation of MMP-13, which, when inhibited, prevents axon degeneration. To better understand other gene regulatory changes induced by paclitaxel, we induced peripheral neuropathy in mice following intraperitoneal injection either with vehicle or paclitaxel every other day four times total. Skin and dorsal root ganglion neurons were collected based on distinct behavioural responses categorised as “pain onset” (d4), “maximal pain” (d7), “beginning of pain resolution” (d11), and “recovery phase” (d23) for comparative longitudinal RNA sequencing. The generated datasets validate previous discoveries and reveal additional gene expression changes that warrant further validation with the goal to aid in the development of drugs that prevent or reverse paclitaxel-induced peripheral neuropathy.

## 1. Summary

Paclitaxel-induced peripheral neuropathy is a condition of nerve degeneration induced by chemotherapy, which afflicts up to 70% of treated patients. Therapeutic interventions are unavailable due to an incomplete understanding of the underlying mechanisms. We previously discovered that major physiological changes in the skin underlie paclitaxel-induced peripheral neuropathy in zebrafish and rodents. The precise molecular mechanisms are only incompletely understood. For instance, paclitaxel induces the upregulation of MMP13, which, when inhibited, prevents axon degeneration. To better understand other gene regulatory changes induced by paclitaxel, we induced peripheral neuropathy in mice following intraperitoneal injection either with vehicle or paclitaxel every other day four times total. Skin and dorsal root ganglion neurons were collected based on distinct behavioural responses categorised as “pain onset” (d4), “maximal pain” (d7), “beginning of pain resolution” (d11), and “recovery phase” (d23) for comparative longitudinal RNA sequencing. The generated datasets validate previous discoveries and reveal additional gene expression changes that warrant further validation with the goal to aid in development of drugs that prevent or reverse paclitaxel-induced peripheral neuropathy.

## 2. Data Description

### 2.1. Background and Summary

Peripheral neuropathy is a common side effect of chemotherapy characterised by paraesthesia (tingling), numbness, pain, temperature sensitivity, and motor weakness. Paclitaxel (Taxol) is one of the most widely used chemotherapeutic agents, which primarily affects the somatosensory neurons innervating the skin [1–3]. Pathological examinations suggest that intraepidermal unmyelinated axons are the first to degenerate upon paclitaxel treatment [4–8]. Thus, understanding the genetic mechanisms underlying the earliest manifestations of the disease will be essential to develop therapies that allow chemotherapy patients to complete cancer treatment without disruption, and prevent irreversible long-term symptoms.

Few studies have established expression profiles of chemotherapy-induced peripheral neuropathy. In one study, parallel gene expression profiles from dorsal root ganglion (DRG) neurons in mice were established following injection with the chemotherapeutic agents, oxaliplatin, vincristine, and cisplatin [9]. This comparative study revealed that only few genes were common among these data sets, suggesting that fundamental differences in the aetiology of chemotherapy-induced peripheral neuropathy (CIPN) must exist. This may not be surprising given the differences in the mechanisms of action for each of these chemotherapeutic agents, leading to potentially different off-target effects. In addition, the investigation of dorsal root ganglion (DRG) neurons may have obscured common upstream mechanisms. For instance, we previously showed that sensory neurons are secondarily affected by earlier epidermal damage, which promotes the degeneration of intraepidermal nerve endings in zebrafish, rats, and mice treated with paclitaxel. Epidermal keratinocytes are damaged due to increased reactive oxygen species formation and upregulation of matrix metalloproteinases, such as MMP-13, leading to extracellular matrix damage that ultimately affects the axons, leading to their degeneration [8]. Epidermal damage can be prevented when animals are treated with pharmacological MMP-13 inhibitors [10]. Therefore, the skin plays a crucial role in sensory axon homeostasis.

Existing genomic studies have focused on single time point analyses and single-cell types [11,12]. For instance, RNA sequencing was used to analyse blood samples of breast cancer survivors who suffered from long-term paclitaxel-induced peripheral neuropathy and these samples were compared to breast cancer survivors without neuropathy [13]. This study identified changes in mitochondrial genes that had been previously identified in preclinical CIPN models as differentially regulated, validating the importance of these models in studying human pathology [13]. Potentially, mitochondrial dysfunction might play a role in the deficiency of some patients to resolve their neuropathy symptoms. Despite these findings, longitudinal studies to detect changes in affected tissues over prolonged time periods have not been conducted, and currently, no data is available on gene expression changes prior to the onset of neuropathic symptoms. This information, however, will be critical to understanding the molecular gene expression networks involved in the onset, progression, and resolution of neuropathy.

To address this need, we performed a comprehensive RNAseq study using skin and DRG neuron samples of vehicle and paclitaxel-treated mice. 

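Dorsal root ganglia (DRG), which hold the cell bodies of sensory neurons together with satellite glia, Schwann cells, vessels and immune cells, and plantar skin of the hind paw were taken from adult male mice of the inbred strain C57BL6/J. The mice received paclitaxel, a drug that stabilises microtubules, on days 0, 2, 4 and 6 at 4 mg/kg, or vehicle. On each of days 4, 7, 11 and 23, tissue of 4 mice per treatment was collected, which gives 32 libraries per tissue. The paper states that mice were housed 4 to a cage, and each group holds 4 consecutive mouse numbers. The cage of each mouse is not given, so cage may coincide with group, and the tests take the mice as independent. The authors counted the reads of each gene and combined the sequencing runs of a mouse in 1 column, with 1 run for 2 mice and 2 runs for 30 mice in DRG, and 1 run for 6 mice and 2 runs for 26 mice in skin. Total counts per mouse were 22146536 to 52904112 in DRG (median 31547028) and 24114230 to 63872693 in skin (median 32147834). On day 4 the DRG totals were 24916656 to 34546081 (median 32072364) with paclitaxel and 22636346 to 41814675 (median 31242035) with vehicle. On day 7 they were 23562030 to 40843688 (median 29251150) and 32908266 to 52904112 (median 36037642). For day 11 the DRG totals were 29258929 to 48065723 (median 38933860) with paclitaxel and 25253059 to 52103356 (median 30886983) with vehicle. Those of day 23 were 26029838 to 36891540 (median 27734948) and 22146536 to 44891595 (median 26912186). In skin, the day 4 totals were 29285338 to 37393805 (median 33343880) with paclitaxel and 25437107 to 36214921 (median 30884742) with vehicle. Those of day 7 were 24114230 to 35274964 (median 30951076) and 27486324 to 37948971 (median 32602539). For day 11 the skin totals were 31009688 to 63872693 (median 32918038) with paclitaxel and 24310834 to 45617260 (median 27928902) with vehicle, and for day 23 they were 24496334 to 42382390 (median 39375187) and 27863649 to 34832798 (median 30345942). Between 20192 and 23579 genes had a count in a DRG library, and between 19587 and 23670 in a skin library. Mitochondrially encoded genes took 1.77% to 10.08% of the counts in DRG (median 7.555%), with the lowest shares in DRG34 (1.77%) and DRG09 (1.8%), and 2.0% to 4.62% in skin. One of the runs of mouse DRG09 is labelled vehicle, day 23 by the submitters, while its other run and Table 1 give paclitaxel, day 4, and DRG09 is placed by Table 1. The methods describe libraries made by depletion of ribosomal RNA, whereas the submitters' labels describe oligo-dT selection. Genes were tested here with edgeR's quasi-likelihood test on the raw counts of the 32 libraries of a tissue, with Benjamini-Hochberg adjustment over all genes tested, and single genes plotted in Figure 2 with two-sided exact permutation tests on the deposited normalised counts.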

We compared gene expression profiles according to pain profiles generated in these mice. 

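In DRG, the genes with the lowest adjusted p-values were Fkbp5 and Zbtb16, both induced by glucocorticoids, and both were lower with paclitaxel. Fkbp5, which encodes a co-chaperone of the glucocorticoid receptor and lies on chromosome 17 of GRCm38 from 28399094 to 28517527, averaged 46.9 ± 7.77 CPM (TMM-normalised, SD, n = 4 mice) with paclitaxel and 107 ± 12.0 CPM with vehicle on day 7. Zbtb16, which encodes a zinc finger transcription factor (chromosome 9, 48654297 to 48836222), averaged 6.74 ± 1.73 CPM and 40.6 ± 14.7 CPM. Their log2 fold changes on day 7 were −1.20 (SE 0.15, adjusted p = 0.000216 from edgeR) and −2.60 (SE 0.42, adjusted p = 0.00761, and 0.0662, 0.085 and 0.118 without DRG17, DRG27 or DRG28). The 4 paclitaxel mice lay below every vehicle mouse for Zbtb16 on all 4 days, and for Fkbp5 on days 7, 11 and 23 (exact permutation p = 0.0286 each, the smallest that 4 against 4 mice allow). For genes outside Figure 2, in DRG and in skin, the exact permutation p-values were not adjusted over genes. They come from the same libraries in which these genes were picked out. They therefore describe how the mice part and are no independent support. By edgeR Fkbp5 and Zbtb16 passed on day 7 alone, with adjusted p-values of 0.0703 for both on day 11, 0.0661 for Fkbp5 and 0.0548 for Zbtb16 on day 23, and 0.899 and 0.894 on day 4. Fkbp5 on day 4 was 52.3 ± 10.6 and 60.9 ± 5.17 CPM (exact permutation p = 0.286). On days 11 and 23 it averaged 48.0 and 48.4 CPM with paclitaxel and 78.7 and 81.6 CPM with vehicle. On days 4, 11 and 23 Zbtb16 averaged 6.43, 6.22 and 5.78 CPM with paclitaxel and 12.2, 24.0 and 25.5 CPM with vehicle. For both genes the vehicle means thus varied more between days than the paclitaxel means and were highest on day 7. The test of vehicle mice across days called 0 genes in DRG.
Of 14 circadian clock genes tested in DRG, Arntl and Dbp passed over the 4 days (camera adjusted p = 0.0449 for the list, adjusted p = 0.957 with an estimated correlation). Camera tests a shift in 1 direction, which opposite changes within a list can hide. Arntl, which encodes the core clock transcription factor BMAL1 (chromosome 7, 113207465 to 113314126), was lower with paclitaxel than with vehicle on day 23, at 4.95 ± 0.912 CPM against 12.6 ± 2.31 CPM, a log2 fold change of −1.35 (SE 0.22, adjusted p = 0.0172 from edgeR, and 0.126, 0.105 and 0.083 without DRG49, DRG59 or DRG60). Its paclitaxel means on days 4, 7 and 11 were 4.83, 5.46 and 5.61 CPM. Its vehicle means on those days were 7.6, 6.19 and 7.98 CPM, so the vehicle mean was the one that stood apart on day 23. Dbp, a transcription factor with a strong daily rhythm (chromosome 7, 45705088 to 45710203, with 18.0% of its exon bases under Sphk2 on the other strand), averaged 63.9 ± 13.2 CPM with paclitaxel and 24.5 ± 12.5 CPM with vehicle on day 11, and 60.2 ± 13.5 and 23.7 ± 4.95 CPM on day 23 (exact permutation p = 0.0286 each, adjusted p = 0.0639 and 0.0564 from edgeR). On days 4 and 7 Dbp averaged 52.3 and 48.0 CPM with paclitaxel and 43.1 and 38.9 CPM with vehicle, so its vehicle mean was lower on the later days. Averaged over the 4 days, Dbp had a log2 fold change of 0.82 (SE 0.13, adjusted p = 0.00203). Ecel1, a peptidase gene that rises after nerve injury (chromosome 1, 87147655 to 87156521), rose on average over the days, with a log2 fold change of 1.47 (SE 0.30, adjusted p = 0.0398), and its 4 paclitaxel mice lay above every vehicle mouse on days 4, 7 and 23 but not on day 11 (1.46 ± 1.15 and 2.39 ± 1.74 CPM, exact permutation p = 0.314). Ecel1 passed on no single day by edgeR (adjusted p of 0.6 to 0.894). Leaving out any of 18 single mice ended the call of Ecel1.

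**Figure D1:**
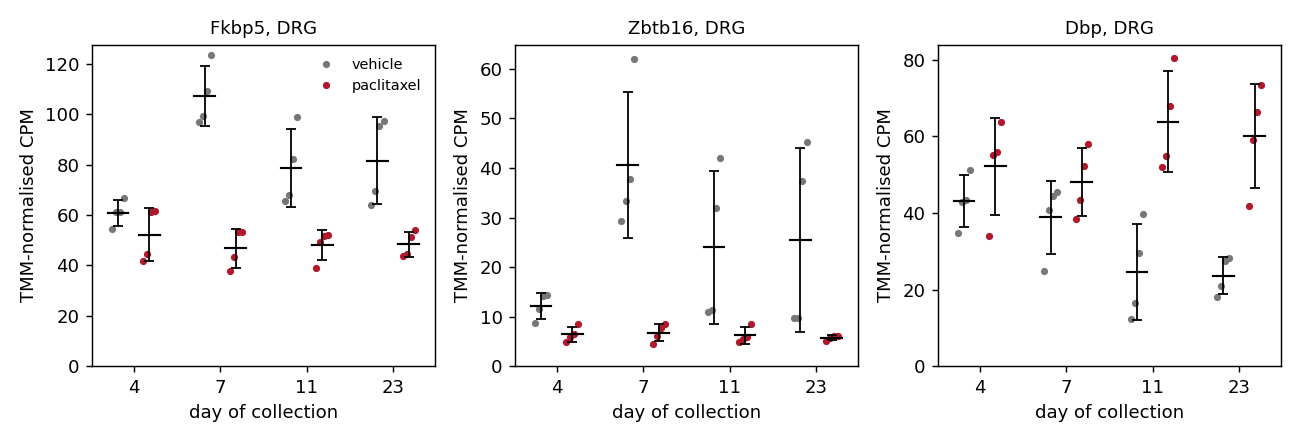
TMM-normalised CPM (vertical axis) of Fkbp5, Zbtb16 and Dbp in DRG by collection day (horizontal axis) and treatment. Each dot is 1 of 4 mice, the horizontal line the mean and the bars the SD. On day 7 the mean of Fkbp5 is 46.9 CPM with paclitaxel and 107 CPM with vehicle.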

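Over the 4 days, 26 of 18709 DRG genes changed with paclitaxel at an adjusted p under 0.05 from edgeR, 10 higher and 16 lower. Besides Ecel1 and Dbp, the higher genes included Extl1 (log2 fold change 0.51), Vangl2, which acts in planar cell polarity (0.44), Mir22hg (0.37), Nxpe4 (0.37), Rcor3 (0.23) and Socs2, a suppressor of cytokine signalling (0.20). Besides Zbtb16 (−1.90), Fkbp5 (−0.72) and Arntl (−0.68), the lower genes included Banp (−0.75), the hedgehog transcription factor Gli2 (−0.70), the phagocytic receptor Mertk (−0.58), Fam107a (−0.56), Map3k6 (−0.56), Tmem204 (−0.45), Vstm4 (−0.42), Cdo1 (−0.36) and Gpt2 (−0.35). On day 7, Fkbp5 and Zbtb16 alone passed. On day 23, 4 genes passed, with Mir22hg higher (0.77) and Arntl, Banp (−1.13) and Creld2 (−0.89) lower. On day 4, 0 genes passed with edgeR (1018 at an unadjusted p under 0.05, 0 with DESeq2 and 0 with limma), and Akap13 (−0.49), Olfr1033 (−1.21), Cers6 (−0.45), Ecrg4 (−1.11) and Serpind1 (−0.61), the 5 with the smallest p, each had an adjusted p of 0.894. On day 11, 0 genes passed with edgeR (2502 unadjusted, 63 with DESeq2 and 0 with limma), with the smallest p for Ptprb (0.60) and Atxn1 (0.57), at an adjusted p of 0.0579.
Of 12 glucocorticoid-responsive genes, a list fixed before the data were examined, 2 were lower over the 4 days and 0 higher (5 lower when adjusted over the list alone), with a camera adjusted p of 6.18e-13 and an adjusted p of 0.0492 with an estimated correlation. Of 19 nerve injury and regeneration genes, 1 was higher, Ecel1 (3 when adjusted over the list alone, camera adjusted p = 7.74e-06, adjusted p = 0.0492 with an estimated correlation). Of the 14 circadian clock genes, 4 were higher and 2 lower when adjusted over the list alone. Of 19 cholesterol synthesis genes, 0 passed over all genes on day 23 (6 higher when adjusted over the list alone, camera adjusted p = 2.8e-11, adjusted p = 0.061 with an estimated correlation). Of 19 macrophage markers, 0 passed on day 7 over all genes or over the list alone, with 18 of 19 positive (camera adjusted p = 5.69e-07, adjusted p = 0.425 with an estimated correlation). On the same day the mean log2 fold change of 16 skeletal muscle markers was 3.04 with 0 called (camera adjusted p = 0.000598, adjusted p = 0.594 with an estimated correlation). Bone and cartilage markers had a mean log2 CPM of 1.59 ± 0.11 with paclitaxel and 1.44 ± 0.0268 with vehicle that day (SD, n = 4 mice, exact permutation p = 0.0286). Camera calls 7 of 33 lists over the 4 days, and 2 hold with an estimated correlation.
Leaving out single mice gave 10 (without DRG11) to 59 (without DRG09) genes over the 4 days, 1 (without DRG17, DRG27 or DRG28) to 3 (without DRG34) on day 7, 0 to 104 (without DRG09) on day 11, and 0 (without DRG49, DRG59 or DRG60) to 8 (without DRG09) on day 23. Without the 11 DRG libraries that held more than 10 CPM of the keratin Krt10, 1 gene passed over the 4 days and 0 on each day, a setting chosen after seeing the data that leaves 21 libraries, in which the log2 fold changes were −0.62 for Fkbp5 (adjusted p = 0.0648) and −1.73 for Zbtb16 (adjusted p = 0.0898).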

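In skin, edgeR called Fkbp5 lower with paclitaxel on days 7, 11 and 23 (adjusted p = 0.199 on day 4), the transcription factor gene Rfx1 lower on days 4, 11 and 23 (adjusted p = 0.633 on day 7), and the clock gene Per3 higher on days 11 and 23 (adjusted p = 0.421 on day 4 and 0.887 on day 7). The call of Rfx1 on day 4 ends with the skeletal muscle covariate (adjusted p = 0.151), with 1 surrogate variable (adjusted p = 0.217), from the 8 libraries of the day (adjusted p = 0.705) and without SKIN05, SKIN06, SKIN07, SKIN10, SKIN11 or SKIN12 (adjusted p = 0.0778 to 0.240), and that of day 11 from the 8 libraries of the day (adjusted p = 0.111). The call of Fkbp5 on day 11 ends with limma (adjusted p = 0.0616), from the 8 libraries of the day (adjusted p = 0.149) and without SKIN11, SKIN33, SKIN35, SKIN36, SKIN41, SKIN43 or SKIN44 (adjusted p = 0.0506 to 0.141). Fkbp5 averaged 34.6 ± 8.86 CPM (TMM-normalised, SD, n = 4 mice) with paclitaxel and 110 ± 5.22 CPM with vehicle on day 7, a log2 fold change of −1.67 (SE 0.23, adjusted p = 0.00105 from edgeR), and it was the only gene called that day. Rfx1, which encodes a regulatory factor X protein (chromosome 8, 84066834 to 84096992), averaged 18.8 ± 0.813 CPM and 49.8 ± 3.77 CPM on day 23, a log2 fold change of −1.42 (SE 0.12, adjusted p = 2.56e-08). For both genes the 4 paclitaxel mice lay below every vehicle mouse on all 4 days (exact permutation p = 0.0286 each). On days 4, 11 and 23 Fkbp5 averaged 37.9, 32.8 and 40.7 CPM with paclitaxel. With vehicle it averaged 79.2, 68.7 and 77.9 CPM on those days, so its vehicle mean was highest on day 7. Per3 (chromosome 4, 151003652 to 151044665) averaged 51 ± 1.02 CPM with paclitaxel and 26.7 ± 2.98 CPM with vehicle on day 11, and 47.8 ± 3.91 and 26.1 ± 1.66 CPM on day 23 (exact permutation p = 0.0286 each), whereas on day 7 it was 48.9 ± 8.08 and 43.9 ± 6.66 CPM (exact permutation p = 0.371).
Over the 4 days, 1000 of 18578 skin genes changed with paclitaxel, 506 higher and 494 lower, and 895 changed on day 23, 384 higher and 511 lower. Day 4 had 2 lower genes, Rfx1 (log2 fold change −0.72) and Mnt, a repressor of MYC target genes (−0.70). Day 11 had 50 genes, 28 higher and 22 lower. The higher genes of day 11 included Epha4 (1.22), Arsi (1.19), Mesp2 (1.14), Sostdc1 (1.04), Edaradd (0.94), Per3 (0.93), Cd5 (0.83), Slc2a12 (0.81), Tex9 (0.80), Fermt1 (0.78), Trim62 (0.68) and Rbbp8 (0.67). Lower on day 11 were Creb5 (−1.60), the clock-linked repressor Nfil3 (−1.52), Rfx2 (−1.14), Fkbp5 (−1.07), Spsb1 (−1.0), Dusp16 (−0.95), Arid3a (−0.88), Rfx1 (−0.83), Klf16 (−0.75), Bcar3 (−0.72), Arntl (−0.69) and Hexim1 (−0.63). Of these 24 genes named for day 11, 5 stayed called from the 8 libraries of the day, 14 without a filter on low counts, 20 with limma and 22 with the skeletal muscle covariate. The call of Arntl (adjusted p = 0.0487) ends on leaving out any 1 of 21 mice (adjusted p = 0.201 without SKIN43, the highest).

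**Figure D2:**
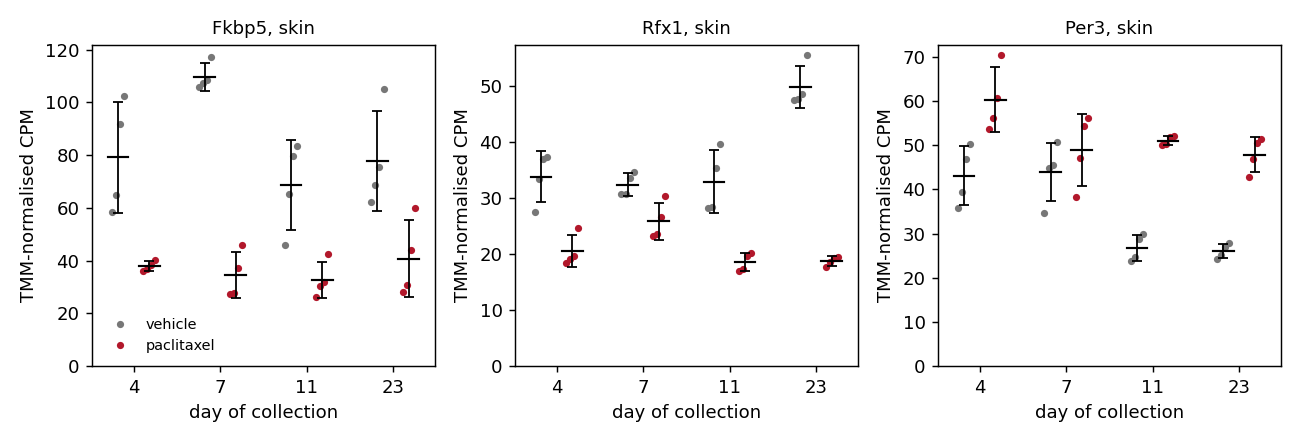
TMM-normalised CPM (vertical axis) of Fkbp5, Rfx1 and Per3 in skin by collection day (horizontal axis) and treatment. Each dot is 1 of 4 mice, the horizontal line the mean and the bars the SD. On day 23 the mean of Rfx1 is 18.8 CPM with paclitaxel and 49.8 CPM with vehicle.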

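On day 23 in skin, genes of collagens and of macrophages were among those that rose with paclitaxel, and genes of the cornified envelope among those that fell. Of 19 fibrillar collagen and matrix genes, 7 rose and 0 fell (15 higher when adjusted over the list alone), among them Col1a1 (log2 fold change 1.30, SE 0.32, adjusted p = 0.0193 from edgeR) and Col3a1 (1.32, SE 0.34, adjusted p = 0.0233). This list had a camera adjusted p of 2.29e-08, and an adjusted p of 0.683 with an estimated correlation. Of 19 macrophage markers, 3 rose (13 when adjusted over the list alone), namely Adgre1, which encodes F4/80 (1.25), Pf4 (1.15) and Cd14, a co-receptor for bacterial lipopolysaccharide (0.92), with a camera adjusted p of 2.11e-06 and an adjusted p of 0.683 with an estimated correlation. Of 20 chemokines and cytokines, 1 rose (3 when adjusted over the list alone), the macrophage growth factor Csf1 (1.01), with a camera adjusted p of 0.0448 and an adjusted p of 0.683 with an estimated correlation. Of 24 suprabasal and cornified envelope genes, 3 fell (8 when adjusted over the list alone), Lor (−0.89), Lce1c (−0.75) and Lce1m (−0.92), with a camera adjusted p of 7.25e-05 and an adjusted p of 0.841 with an estimated correlation. Of 10 basal keratinocyte markers, 2 fell (5 when adjusted over the list alone), Krt15 (−0.79) and Itgb4 (−0.54), with a camera adjusted p of 0.00178 and an adjusted p of 0.683 with an estimated correlation. Of 12 glucocorticoid-responsive genes, 3 fell (4 when adjusted over the list alone), Fkbp5 (−0.95) and the metallothioneins Mt1 (−0.78) and Mt2 (−0.95), with a camera adjusted p of 0.0153 and an adjusted p of 0.641 with an estimated correlation. The call of Fkbp5 on day 23 ends with the skeletal muscle covariate (−0.73, adjusted p = 0.0939), with 1 surrogate variable (−0.74, adjusted p = 0.105), from the 8 libraries of the day (adjusted p = 0.119) and without SKIN50 (adjusted p = 0.0562). The 16 skeletal muscle markers had 0 called by edgeR (camera adjusted p = 4.21e-05, adjusted p = 0.841 with an estimated correlation). Their mean log2 CPM was 10.1 ± 0.61 with paclitaxel and 6.40 ± 3.80 with vehicle (SD, n = 4 mice, exact permutation p = 0.143). The mean log2(CPM + 1) of sensory neuron markers was 1.64 ± 0.158 with paclitaxel and 1.25 ± 0.222 with vehicle (exact permutation p = 0.0286), and that of bone and cartilage markers 1.38 ± 0.102 and 1.08 ± 0.148 (exact permutation p = 0.0571). Both means are low, and these p-values were not adjusted over lists and days. The sensory neuron list was fixed for DRG and was not tested with camera in skin.
Among the largest rises of day 23 were those of Lilrb4a (2.50), Ptgir (2.34), P2ry13 (2.20), Pla2g2d (2.18), the scavenger receptor Msr1 (2.15), Prg4 (2.14), Invs (2.13), Ccr2, the receptor for Ccl2 (1.96), Cd33 (1.84), Gpr34 (1.79) and B3galt2 (1.79). Among the largest falls, the call of Defb8 (−2.56) ends without SKIN49, SKIN51, SKIN57, SKIN59 or SKIN60 (adjusted p = 0.0537 to 0.101), with the skeletal muscle covariate (adjusted p = 0.0594), with 1 surrogate variable (adjusted p = 0.0729) and from the 8 libraries of the day (adjusted p = 0.0929). Other large falls were those of Rfx2 (−2.08), the hair keratin-associated gene Krtap3-2 (−1.91), Sprr2b (−1.79), Adh6b (−1.71), Fyb2 (−1.60), Rgs9bp (−1.60), Klrb1b (−1.52), Cdk3 (−1.51), Hopxos (−1.49), Rfx1 and Rasl10a (−1.42).
Over the 4 days, 4 of the 12 glucocorticoid-responsive genes fell (7 when adjusted over the list alone), with a camera adjusted p of 1.43e-07 and an adjusted p of 0.00205 with an estimated correlation. Of 14 clock genes, 3 rose, Per3 (0.61), Dbp (0.27) and Tef (0.25), and 7 fell, Arntl (−0.47), Npas2 (−0.57), Clock (−0.17), Cry1 (−0.41), Cry2 (−0.34), Nr1d1 (−0.31) and Per1 (−0.51), with 5 and 8 when adjusted over the list alone and a camera adjusted p of 0.0956. As members moved both ways, that camera value cannot decide whether the clock genes changed. Of 19 cholesterol synthesis genes, 8 fell (12 when adjusted over the list alone), among them Hmgcs1 (−0.36), with a camera adjusted p of 5.44e-08 and an adjusted p of 0.626 with an estimated correlation.
With the mean of the skeletal muscle list as a covariate, chosen after seeing the data, 334 genes passed on day 23, of which 284 were among the 895, and 814 over the 4 days. Of the 62 genes named for day 23 by the fixed rule, 25 stayed called with that covariate, 17 with 1 surrogate variable and 18 from the 8 libraries of the day, with 0 changes of direction. Of the list members above, Csf1, Mt1 and Mt2 stayed called in these 3 settings and Col1a1 with the covariate alone, while the calls of Col3a1, Adgre1, Pf4, Cd14, Lor, Lce1c, Lce1m, Krt15 and Itgb4 ended in all 3. Rfx1, Rfx2, Krtap3-2 and Ptgir stayed called in all 3. Leaving out single mice gave 330 (SKIN57), 363 (SKIN59), 366 (SKIN51), 377 (SKIN49) and 3016 (SKIN52) genes on day 23 and 1636 (SKIN52) over the 4 days, on day 11 as few as 8 (SKIN43), and on day 4 from 0 (SKIN06) to 3 (SKIN08).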

Mice were injected four times every other day with either vehicle or paclitaxel and subsequently underwent a recovery period between Day 7 and Day 23. 

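The effect of paclitaxel on Rfx1 in skin differed between day 7, with a log2 fold change of −0.33 (SE 0.12), and day 23, with −1.42 (SE 0.12), a difference of 1.09 (adjusted p = 0.00583 from edgeR). Both groups moved between these days. The vehicle mean of Rfx1 was 32.4 CPM on day 7 and 49.8 CPM on day 23 (33.8 and 32.9 on days 4 and 11). Its paclitaxel mean was 25.9 and 18.8 CPM (20.5 and 18.5 on days 4 and 11). Another 6 skin genes had a day 7 effect above their day 23 effect, namely Krtap3-2 (difference 2.18), Hoxb9 (1.18), Fam110a (1.16), Cbarp (0.91), Tubb4b, a beta tubulin gene (0.67), and Bclaf1 (0.59), with adjusted p-values of 0.0412 to 0.0458. These 7 genes became 1645 without SKIN52 and 1 without SKIN19, and 0 with the skeletal muscle list mean as a covariate. In DRG, 0 genes differed between day 7 and day 23 with edgeR (837 at an unadjusted p under 0.05, 0 with DESeq2 and 0 with limma).
In a test over all 4 days together, the effect of paclitaxel differed between days for 0 genes in DRG (1663 at an unadjusted p under 0.05, 10 with DESeq2 and 0 with limma) and 0 genes in skin (1959 unadjusted, 147 with DESeq2, 1793 with limma and 592 by edgeR without SKIN52). In vehicle mice alone, 0 DRG genes differed between collection days (2127 unadjusted, 53 with DESeq2, 2 with limma, and 50 by edgeR without DRG09) and 163 skin genes did (46 without SKIN05 and 432 without SKIN06). Across the 18578 skin genes, which are not independent replicates, the daily log2 fold changes correlated at r = 0.364 between day 4 and day 23 (permutation p = 0.0099, adjusted p = 0.168 over 17 relations) and at r = 0.251 between day 7 and day 11 (permutation p = 0.0297, adjusted p = 0.252). The skeletal muscle list mean paired the same days. Its paclitaxel minus vehicle differences in skin were 2.98, −0.842, −1.32 and 3.67 log2 CPM on days 4, 7, 11 and 23 (exact permutation p = 0.114 to 0.571). Whether muscle content underlies these correlations was not tested. In DRG the correlations between days ran from −0.12 to 0.203, and between the tissues over the 4 days r was 0.049 (permutation p = 0.356).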

Tissues were collected and analysed during these time points, which were categorised as “pain onset” on Day 4, “maximal pain sensitivity” on Day 7, “beginning of pain resolution” on Day 11, and “post pain” on Day 23 (Figure 1). The generated data sets will be useful for the research community to further validate the genes implicated in paclitaxel-induced peripheral neuropathy.

### 2.2. Technical Validation

#### 2.2.1. Differential Expression Analysis

Gene counts from STAR alignment were imported into the R environment using Rstudio (R Version 4.0.3; R studio version 1.3.1093; Peter Dalgaard; Frederiksberg, Denmark) and the package *base* version 4.0.3. The package *dplyr* version 1.0.5 was used to construct individual raw gene count matrices per tissue type, skin, and dorsal root ganglion neurons (DRGs), each consisting of 32 samples combined from both treatment groups. Normalised gene expression for both tissue data sets was calculated using the default parameters in the Deseq2 package version 1.3.1 (Michael Love; Chapel Hill, NC, USA).

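The deposited normalised counts equal the raw counts divided by 1 size factor per mouse. These size factors lie within 0.6% (DRG) and 1.14% (skin) of DESeq2 size factors recomputed here from the raw counts. In skin the normalised table holds every gene of the raw table, 52394 in all. In DRG it holds 29604 genes, and each of the 22790 genes it lacks has at most 9 counts over the 32 mice.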

#### 2.2.2. Expression of Housekeeping and Validation Genes

Normalised gene counts were plotted using Prism 9 (GraphPad Prism Version 9.0.0; San Diego, CA, USA). Previously validated housekeeping genes for DRG and skin were plotted in addition to genes shown to be overexpressed during paclitaxel-induced peripheral neuropathy in either one. 

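The DRG housekeeping genes Tbp, Rictor and Ankrd27 had similar mean normalised counts with paclitaxel and vehicle on most days. Tbp encodes the TATA box binding protein (chromosome 17 of GRCm38, 15499888 to 15528379, with 19.0% of its exon bases under Pdcd2 on the other strand). It averaged 464 ± 90.9 (SD, n = 4 mice) with paclitaxel and 426 ± 40.3 with vehicle on day 4, 412 ± 73.0 and 452 ± 47.1 on day 7, 454 ± 62.3 and 430 ± 38.2 on day 11, and 423 ± 39.5 and 433 ± 33.5 on day 23 (exact permutation p = 0.6, 0.429, 0.543 and 0.714). Ankrd27 (chromosome 7, 35586244 to 35639226) averaged 2553 ± 310 and 2441 ± 150, 2489 ± 146 and 2670 ± 148, 2430 ± 188 and 2579 ± 273, and 2425 ± 143 and 2452 ± 138 on the same days (exact permutation p = 0.657, 0.229, 0.486 and 0.771). Rictor, a component of the mTORC2 kinase complex (chromosome 15, 6708379 to 6800401), averaged 1255 ± 95.2 and 1354 ± 181 on day 4 and 1369 ± 186 and 1323 ± 141 on day 7 (exact permutation p = 0.486 and 0.686). On day 11 Rictor was 1421 ± 134 with paclitaxel and 1158 ± 105 with vehicle, with all 4 paclitaxel mice above every vehicle mouse (exact permutation p = 0.0286, adjusted p = 0.343 over the 24 tests of the tissue), and on day 23 it was 1396 ± 145 and 1260 ± 83.0 (exact permutation p = 0.2). Over the 4 days the mean log2 differences were 0.00 for Tbp, 0.10 for Rictor and −0.04 for Ankrd27 (permutation p = 0.995, 0.111 and 0.372 with labels permuted within days).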

To validate DRG-specific housekeeping genes, we plotted *TATA box binding protein* (*Tbp*)*, RPTOR independent companion of MTOR, complex 2* (*Rictor*), and *Ankyrin repeat domain-containing protein 27* (*Ankrd27*), as these are known to be unaffected in their expression levels during nerve injury and pain [14] (Figure 2a). Next, we plotted genes that have been established to be overexpressed in DRG neurons in the presence of paclitaxel, including *Monocyte chemoattractant protein 1* (*Ccl2*). This gene mediates macrophage recruitment and promotes peripheral neuropathy in the presence of paclitaxel [15]. 

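Ccl2 encodes a chemokine that attracts monocytes and lies on chromosome 11 of GRCm38 from 82035571 to 82037453, in 2 exons. In DRG its mean normalised count was 45.1 ± 16.6 (SD, n = 4 mice) with paclitaxel and 68.1 ± 35.7 with vehicle on day 4 (exact permutation p = 0.286). On day 7 the means were 64.3 ± 21.7 and 46.3 ± 8.45 (exact permutation p = 0.2), on day 11 they were 83.6 ± 30.0 and 69.8 ± 27.3 (exact permutation p = 0.543), and on day 23 they were 77.7 ± 46.2 and 62.6 ± 29.2 (exact permutation p = 0.629). The paclitaxel mean was thus lower on day 4 and higher on the other 3 days, with each difference within the spread between mice. Averaged over all days, the mean log2 difference of Ccl2 was 0.09 (permutation p = 0.722, adjusted p = 0.866 over 6 genes).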

We further analysed the expression of *Itgb1*, which protects DRG neurons from paclitaxel-induced axon damage [16]. This revealed its upregulation, potentially a compensatory mechanism due to altered *Itgb1* trafficking in DRG neurons of paclitaxel-treated mice [16]. 

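Itgb1 encodes the beta 1 integrin subunit, which pairs with many alpha subunits to bind the extracellular matrix, and lies on chromosome 8 of GRCm38 from 128685654 to 128733200. On day 23 its normalised count in DRG was 11287 ± 298 (SD, n = 4 mice) with paclitaxel and 10662 ± 369 with vehicle, with all 4 paclitaxel mice above every vehicle mouse (exact permutation p = 0.0286, adjusted p = 0.343 over the 24 tests of the tissue). On day 4 the means were 10664 ± 414 and 10937 ± 213 (exact permutation p = 0.314), on day 7 they were 10780 ± 306 and 10515 ± 543 (exact permutation p = 0.486), and on day 11 they were 11331 ± 478 and 11218 ± 923 (exact permutation p = 0.857). Over all days together, Itgb1 had a mean log2 difference of 0.02 (permutation p = 0.282, adjusted p = 0.744 over 6 genes), and edgeR gave a log2 fold change of 0.08 for day 23 (adjusted p = 1.00). Of 17 integrin genes in DRG, 0 passed on day 23 at an adjusted p under 0.05 from edgeR. Without DRG50, DRG57, DRG58, DRG59 or DRG60, or on TMM-normalised CPM, the exact permutation p of day 23 was 0.0571.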

Since our research showed that increased MMP-13 activity in the epidermis promotes the development of paclitaxel-induced peripheral neuropathy, we further determined whether Mmp13 expression also changes in DRG neurons, which revealed no significant increase in these neurons.

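Mmp13, which encodes a collagenase and lies on chromosome 9 of GRCm38 from 7272514 to 7283331, was low in most DRG libraries and high in a few. Its normalised count was 62.7 ± 112 (SD, n = 4 mice) with paclitaxel and 8.80 ± 11.2 with vehicle on day 7 (exact permutation p = 0.571), where mouse DRG27 had 231 and the other 3 had 2.76 to 13.8. On day 23 it was 97.3 ± 166 and 21.4 ± 16.5 (exact permutation p = 0.743), where mouse DRG60 had 346 and the others 10 to 18. On day 4 the order was the opposite, with 23.8 ± 10.9 and 60.2 ± 47.2 (exact permutation p = 0.257), and on day 11 the means were 10.6 ± 7.05 and 12.7 ± 7.58 (exact permutation p = 0.743). For all days together the mean log2 difference of Mmp13 in DRG was 0.32 (permutation p = 0.596, adjusted p = 0.866 over 6 genes). The 2 mice with the most Mmp13, DRG60 and DRG27, ranked 29 and 30 of 32, counted from the lowest, in the mean of bone and cartilage markers.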

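In skin, the lowest exact permutation p of Tbp, Rplp0 and Pgk1 was that of Rplp0 on day 23. Rplp0, a ribosomal protein gene (chromosome 5 of GRCm38, 115559467 to 115563727), averaged 78182 ± 8166 normalised counts (SD, n = 4 mice) with paclitaxel and 98559 ± 7583 with vehicle on day 23 (exact permutation p = 0.0571, adjusted p = 0.343 over the 24 tests of the tissue). On that day its log2 fold change was −0.32 (SE 0.12, adjusted p = 0.104 from edgeR), and the adjusted p was 0.0473 with DESeq2 and 0.0113 with limma, the latter chosen after seeing the data, within a range of 0.0113 to 0.358 over the alternatives that use all 32 libraries. On days 4, 7 and 11 its means were 77084 ± 17736 and 83019 ± 11705, 81875 ± 1768 and 80626 ± 1530, and 88462 ± 10042 and 86765 ± 3668 (exact permutation p = 0.6, 0.314 and 0.857). Pgk1, which encodes a glycolytic enzyme (chromosome X, 106187100 to 106203699), averaged 3620 ± 294 and 3384 ± 137 on day 4, 3448 ± 208 and 3489 ± 330 on day 7, 3496 ± 256 and 3668 ± 958 on day 11, and 3574 ± 410 and 3474 ± 1398 on day 23 (exact permutation p = 0.171 to 0.857). For Tbp the means were 581 ± 66.0 and 642 ± 49.9, 592 ± 65.6 and 588 ± 65.4, 683 ± 110 and 735 ± 36.5, and 613 ± 127 and 684 ± 111 on the 4 days (exact permutation p = 0.229, 0.971, 0.4 and 0.429). Over all days the mean log2 differences were −0.11 for Tbp, −0.10 for Rplp0 and 0.04 for Pgk1 (permutation p = 0.12, 0.0995 and 0.654).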

To validate skin-specific gene expression profiles, we choose to analyse the known keratinocyte housekeeping genes, *TATA box binding protein* (*Tbp)*, *Ribosomal protein large P0* (*Rplp0*), and *Phosphoglycerate kinase 1* (*Pgk1*) [17,18], which as expected did not significantly vary in their expression levels regardless of treatment (Figure 2b). To validate genes that we expected to display a change in expression, we first analysed *Mmp13*, which displayed a paclitaxel-dependent significant increase in expression in the skin, in line with our previous findings [2,8]. 

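In skin, Mmp13 had its highest group mean on day 7 in paclitaxel mice. Its normalised count was 30.6 ± 18.5 (SD, n = 4 mice) with paclitaxel and 2.85 ± 2.19 with vehicle, and 3 of the 4 paclitaxel mice lay above every vehicle mouse (exact permutation p = 0.0571, adjusted p = 0.343 over the 24 tests of the tissue). The log2 fold change of day 7 was 3.35 (SE 1.16, adjusted p = 0.612 from edgeR). The means were 13.7 ± 12.9 and 6.05 ± 6.56 on day 11 (exact permutation p = 0.286), 5.29 ± 4.14 and 5.77 ± 2.63 on day 4 (exact permutation p = 0.771), and 9.15 ± 10.3 and 13.9 ± 10.2 on day 23 (exact permutation p = 0.514). With all days combined, the mean log2 difference of Mmp13 in skin was 0.70 (permutation p = 0.239, adjusted p = 0.358 over 6 genes). Without mouse SKIN28, the exact permutation p of day 7 was 0.0286. SKIN28 is the paclitaxel mouse that did not lie above every vehicle mouse, so leaving it out fixes that result in advance. Mmp13 had at most 47 raw counts in a skin library, so differences of a few counts weigh on these values.

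**Figure D3:**
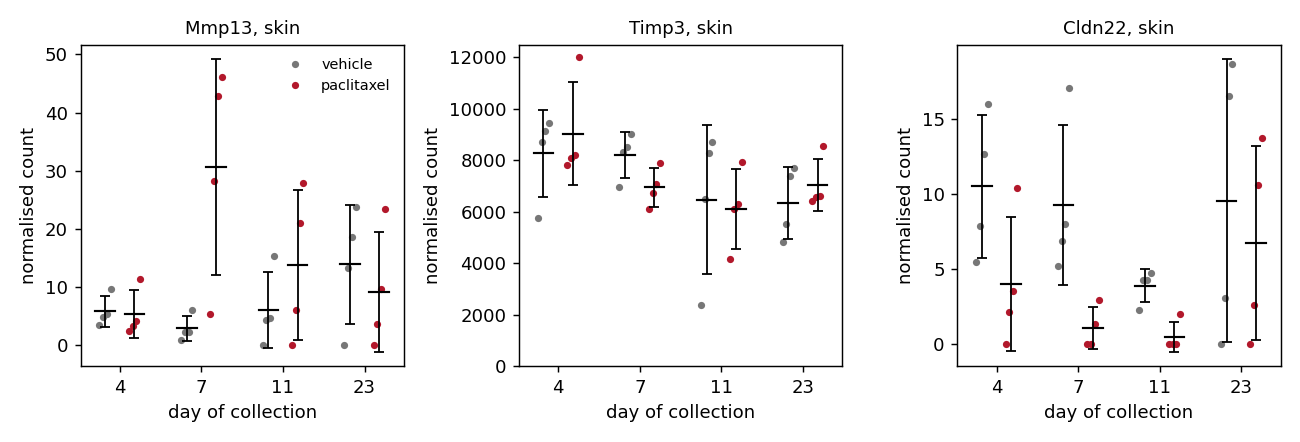
Normalised counts (vertical axis) of Mmp13, Timp3 and Cldn22 in skin by collection day (horizontal axis) and treatment. Each dot is 1 of 4 mice, the horizontal line the mean and the bars the SD. On day 7 the mean of Mmp13 is 30.6 with paclitaxel and 2.85 with vehicle.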

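Timp3 encodes an inhibitor of metalloproteinases that binds to the extracellular matrix, and lies on chromosome 10 of GRCm38 from 86300372 to 86349506, with 21.3% of its exon bases under Syn3 on the other strand. In skin its normalised count was 6950 ± 753 (SD, n = 4 mice) with paclitaxel and 8201 ± 878 with vehicle on day 7 (exact permutation p = 0.0857, adjusted p = 0.411 over the 24 tests of the tissue). On day 11 the means were 6121 ± 1550 and 6461 ± 2898 (exact permutation p = 0.771). On day 4 they were 9023 ± 1997 and 8270 ± 1690 (exact permutation p = 0.6), and on day 23 they were 7046 ± 1018 and 6342 ± 1404 (exact permutation p = 0.429), the paclitaxel mean being the higher on both days. Timp3 had a mean log2 difference over the 4 days of 0.03 (permutation p = 0.857), and −33.4 on the scale of normalised counts.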

Next, we analysed the expression of *Tissue inhibitor of metalloproteinase-3* (*Timp3*), a known antagonist of MMP-13 [19], which displayed a downward regulation trend; however, this was not significant. Given the altered cell adhesion in the skin of paclitaxel-treated animals induced by increased MMP activity, we also analysed the tight junction protein, *Claudin 22* (*Cldn22*) [2,8]. Tight junctions, for instance, have been shown to be decreased upon MMP-13 activation in intestinal epithelia upon LPS stimulation [20]. Consistent with this finding, we detected a significant decrease in *Cldn22* expression in the skin [21] following paclitaxel treatment. This confirms that expected gene expression trends can be detected in our gene expression data sets, thus validating our approach. These data will be useful for the research community for further analysis. 

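Cldn22, which encodes a claudin, a membrane protein of tight junctions, had a lower mean with paclitaxel on all 4 days. Its normalised count in skin was 1.06 ± 1.39 (SD, n = 4 mice) with paclitaxel and 9.28 ± 5.32 with vehicle on day 7, and 0.495 ± 0.991 and 3.89 ± 1.09 on day 11, with every paclitaxel mouse below every vehicle mouse on both days (exact permutation p = 0.0286 each, adjusted p = 0.343 over the 24 tests of the tissue). On day 4 the means were 4.00 ± 4.49 and 10.5 ± 4.73 (exact permutation p = 0.114), and on day 23 they were 6.72 ± 6.47 and 9.55 ± 9.40 (exact permutation p = 0.571). Cldn22 had a mean log2 difference over the 4 days of −1.55 on the log2(normalised count + 1) scale (permutation p = 0.00176, adjusted p = 0.0106 over 6 genes), and it stayed under an adjusted p of 0.05 when any 1 mouse was left out. EdgeR gave an average log2 fold change of −1.77 (SE 0.56, adjusted p = 0.0583), which passes without SKIN12, SKIN26, SKIN42, SKIN51, SKIN52 or SKIN58 (adjusted p = 0.0305, 0.0402, 0.0314, 0.0378, 0.0382 and 0.0482). Cldn22 is a single exon of 995 bases on the plus strand of chromosome 8 of GRCm38, from 47824482 to 47825476, and lies wholly under an exon of Wwc2 on the minus strand. Cldn22 had 0 to 20 raw counts in a skin library.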

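Of the 24 exact permutation tests per tissue on the genes of Figure 2, 2 in DRG (Rictor on day 11 and Itgb1 on day 23) and 2 in skin (Cldn22 on days 7 and 11) had an unadjusted p under 0.05, and 0 had an adjusted p under 0.05 in either tissue, the lowest being 0.343. The smallest p these tests allow is 0.0286, so an adjusted p under 0.05 needed most of the 24 tests at that value. The adjusted p of these daily tests therefore cannot decide whether a single gene changed. Permuted within days over all 4 days, Cldn22 in skin had an adjusted p under 0.05, and the other 11 pairs of gene and tissue did not. From the housekeeping genes and the genes with a known direction in Figure 2, the paper concludes that its data sets detect expected trends of expression.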

Table 1 provides a description for each of the individual raw files, their corresponding sample ID, and information about the time points, treatment, and tissue type.

## 3. Methods

### 3.1. Animals

All animal procedures were approved by the University of New England Institutional Animal Care and Use Committee. Adult male C57BL6/J mice (JAX) weighing 20–25 g were purchased from the Jackson Laboratory. Upon arrival, mice were housed 4/cage and allowed to acclimate to the facility for 7 days. All animals were kept on a 12 h light/dark cycle with ad libitum access to food and water.

### 3.2. Paclitaxel Treatment

The experimental design, time points, and downstream analyses are depicted in Figure 1a. Paclitaxel was administered on Days 0, 2, 4, and 6. Paclitaxel (Sigma-Aldrich, St. Louis, USA) was dissolved in (1:1 Cremophor: Ethanol) and further diluted in 0.9% NaCl to make a final concentration of 0.4 mg/mL. Six-week-old mice were injected intraperitoneally with either vehicle or paclitaxel at a volume of 10 mL/kg bodyweight to make a final concentration of 4 mg/kg (cumulative 16 mg/kg).

### 3.3. Analysis of Tactile Thresholds

Tactile allodynia was quantified (in the mornings prior to injections when assessed on injection days) by measuring the hind paw withdrawal threshold to von Frey filament stimulation, using the up–down method as previously reported [22]. Results are shown in Figure 1b. Animals were placed in a clear Plexiglas chamber and allowed to habituate for ~60 min. Touch-Test filaments (North Coast Medical, Morgan Hill, CA, USA) were used for all testing. The filament range was: 2.44, 2.83, 3.22, 3.61, 4.08, 4.31, 4.56, starting with 3.61. Withdrawal thresholds were determined by sequentially increasing and decreasing the stimulus intensity (“up and down” method). This up–down method was stopped four measures after the first positive response. The response threshold was subsequently analysed by using a Dixon nonparametric test and expressed as the paw withdrawal threshold in gram force values [23]. A clear paw withdrawal, shaking, or licking was considered as a positive or painful response.

### 3.4. Tissue Collection

Animals were exsanguinated by intracardial perfusion of 100 mL ice-cold heparinised phosphate-buffered saline (PBS). Tissues were then immediately harvested on ice before flash freezing and stored at −80 °C. DRG neurons were harvested from left lumbar segments L3, L4, and L5. Plantar skin was taken from the left hind paw. Tissues were harvested at time points consistent with the development of paclitaxel-induced neuropathy in rodents characterised as “pain onset” on Day 4, “maximal pain sensitivity” on Day 7, “beginning of pain resolution” on Day 11, and “post pain” on Day 23 [10].

### 3.5. RNA Extraction and Quality Control

DRG were homogenised using a glass-Teflon homogeniser on ice for 2 min with 350 μL buffer RLT plus 2-Mercaptoethanol (Qiagen, Boston, MA, USA). RNA was extracted using Qiagen RNeasy microcolumns according to the manufacturer’s protocol and eluted with 30 μL ultrapure RNase-free water. Skin was homogenised with a rotor–stator homogeniser for 2 min on ice with TRIzol reagent (Thermo, St. Louis, USA) before phase separation with phase lock gel microcentrifuge tubes (Eppendorf, Framington, MA, USA) to prevent guanidine salt contamination, according to the manufacturer’s protocol. RNA purity was confirmed using a nanodrop UV spectrometer (260/280 ratio > 2), and RNA quality was assessed with the Agilent 2100 Bioanalyzer (RIN > 7).

### 3.6. cDNA Library Preparation and Sequencing

Ribosomal RNA-depleted cDNA libraries were prepared using KAPA RNA HyperPrep kits with RiboErase (KAPA Biosystems) according to the manufacturer’s protocol. Libraries were sequenced with an Illumina Hi-seq 3000 (single-end, 1 × 100 bp).

### 3.7. Sequence Alignment, Counts, and Quality Control

Remaining adapters and poor-quality sequences were trimmed with Trimmomatic (version 0.38) [24] with the following parameters: ILLUMINACLIP:TruSeq3-SE.fa:2:30:10 SLID-INGWINDOW:4:15 MINLEN:15. Sequence quality was then verified using FastQC and summarised with MultiQC (version 1.9) (Figure 1c). Using STAR [25] (version 2.7.5a_202006–19), sequences were aligned to mouse genome assembly m38 with Ensembl version 100 annotations using the quantMode GeneCounts parameter. 

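Annotated positions were taken from GENCODE M21 on GRCm38, and 51185 of the 52276 named genes of the tables have a symbol in the reference tables. Which of STAR's count columns was used, unstranded or by strand, is not given in the sources used here. Of 32 coding genes lying wholly under exons of the other strand, 25 had counts in DRG (12 with 100 or more, at most 17283) and 27 in skin (15 with 100 or more, at most 15725). STAR leaves reads that overlap exons of more than 1 gene out of its unstranded counts.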

Mapping quality was verified using MultiQC (Figure 1d,e).

### 3.8. Code Availability

The R code used to analyse and process the raw count data from skin and DRG samples (Table 1) using DESeq2 package version on R version 4.0.3 is publicly available at https://github.com/acirrincio/PaclitaxelRNAseq/ (accessed on 25 May 2022).

## Figures and Tables

**Figure 1.**
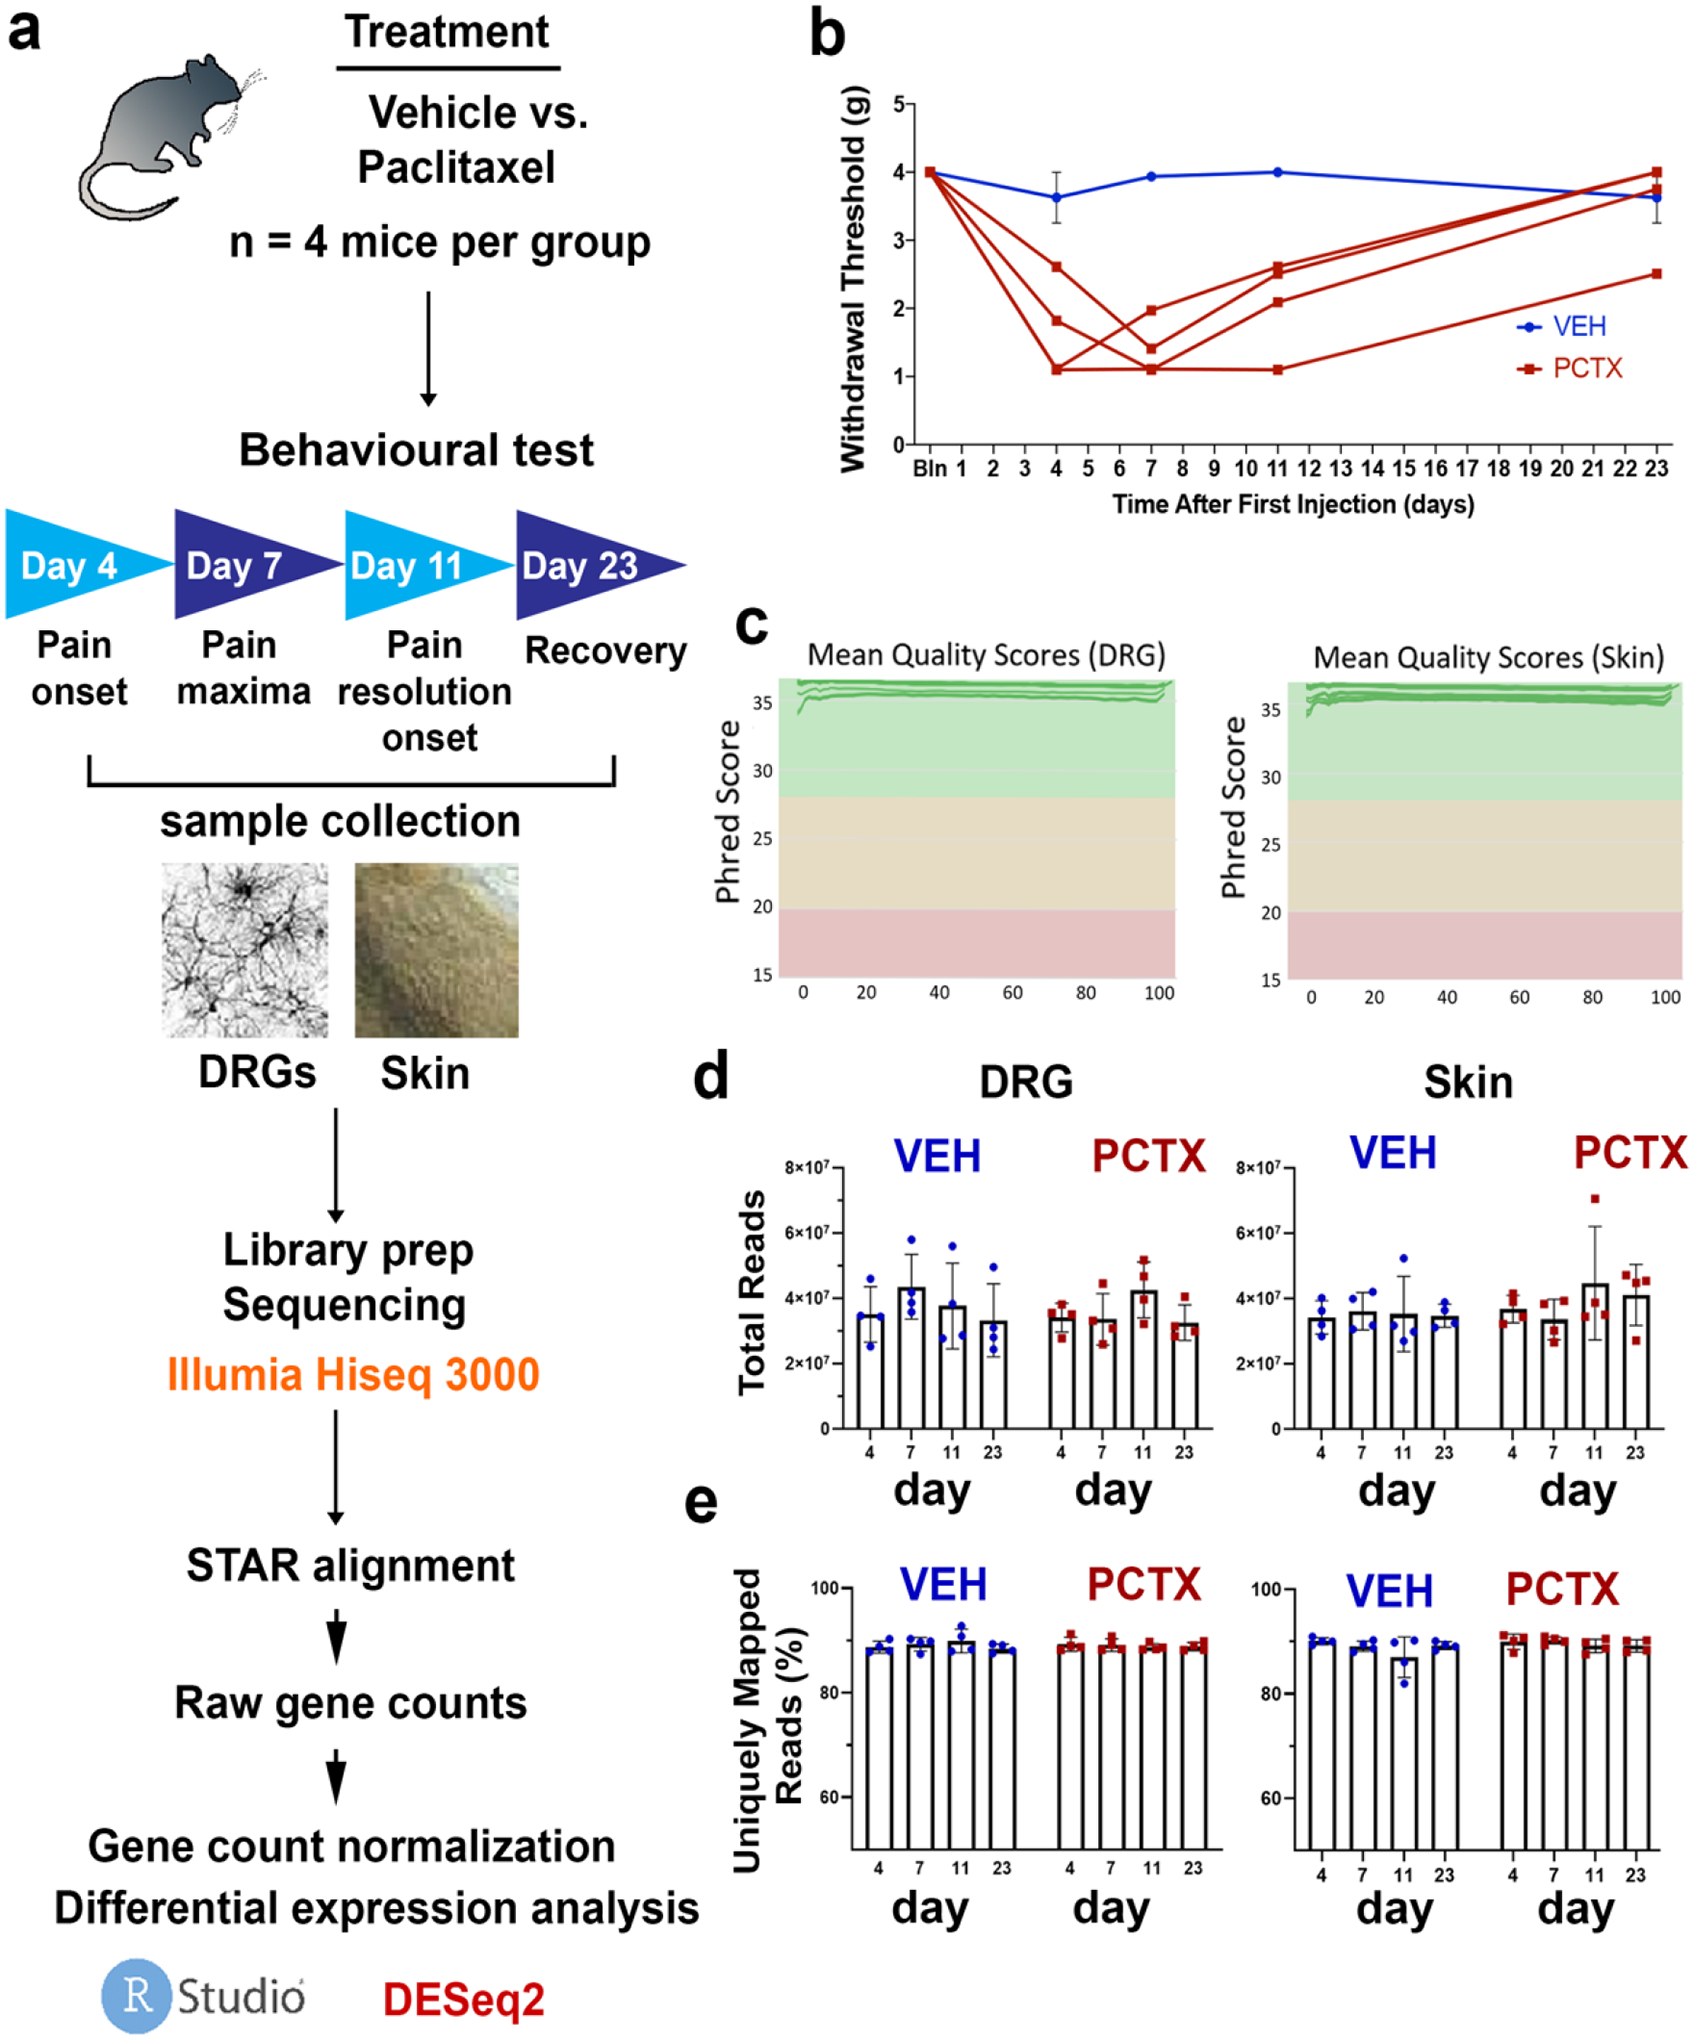
Experimental overview of longitudinal RNAseq analysis comparing dorsal root ganglion neurons and skin from paclitaxel- and vehicle-treated mice. (**a**) Summary of experimental workflow from treatment and sample collection to data trimming and analysis. (**b**) Behavioural analysis using von Frey filaments to assess the touch response showing the development of paclitaxel-induced neuropathy in mice evident by reduced pain threshold at 4, 7, and 11 days with a subsequent recovery (*n* = 4 per treatment group per time point). (**c**) Read-quality scores for DRG neurons (**left**) and skin (right). (**d**,**e**) Total and uniquely mapped reads among DRG (left) and skin (**right**) samples from paclitaxel- and vehicle-treated animals. *Abbreviations*: VEH: vehicle; PCTX: Paclitaxel.

**Figure 2.**
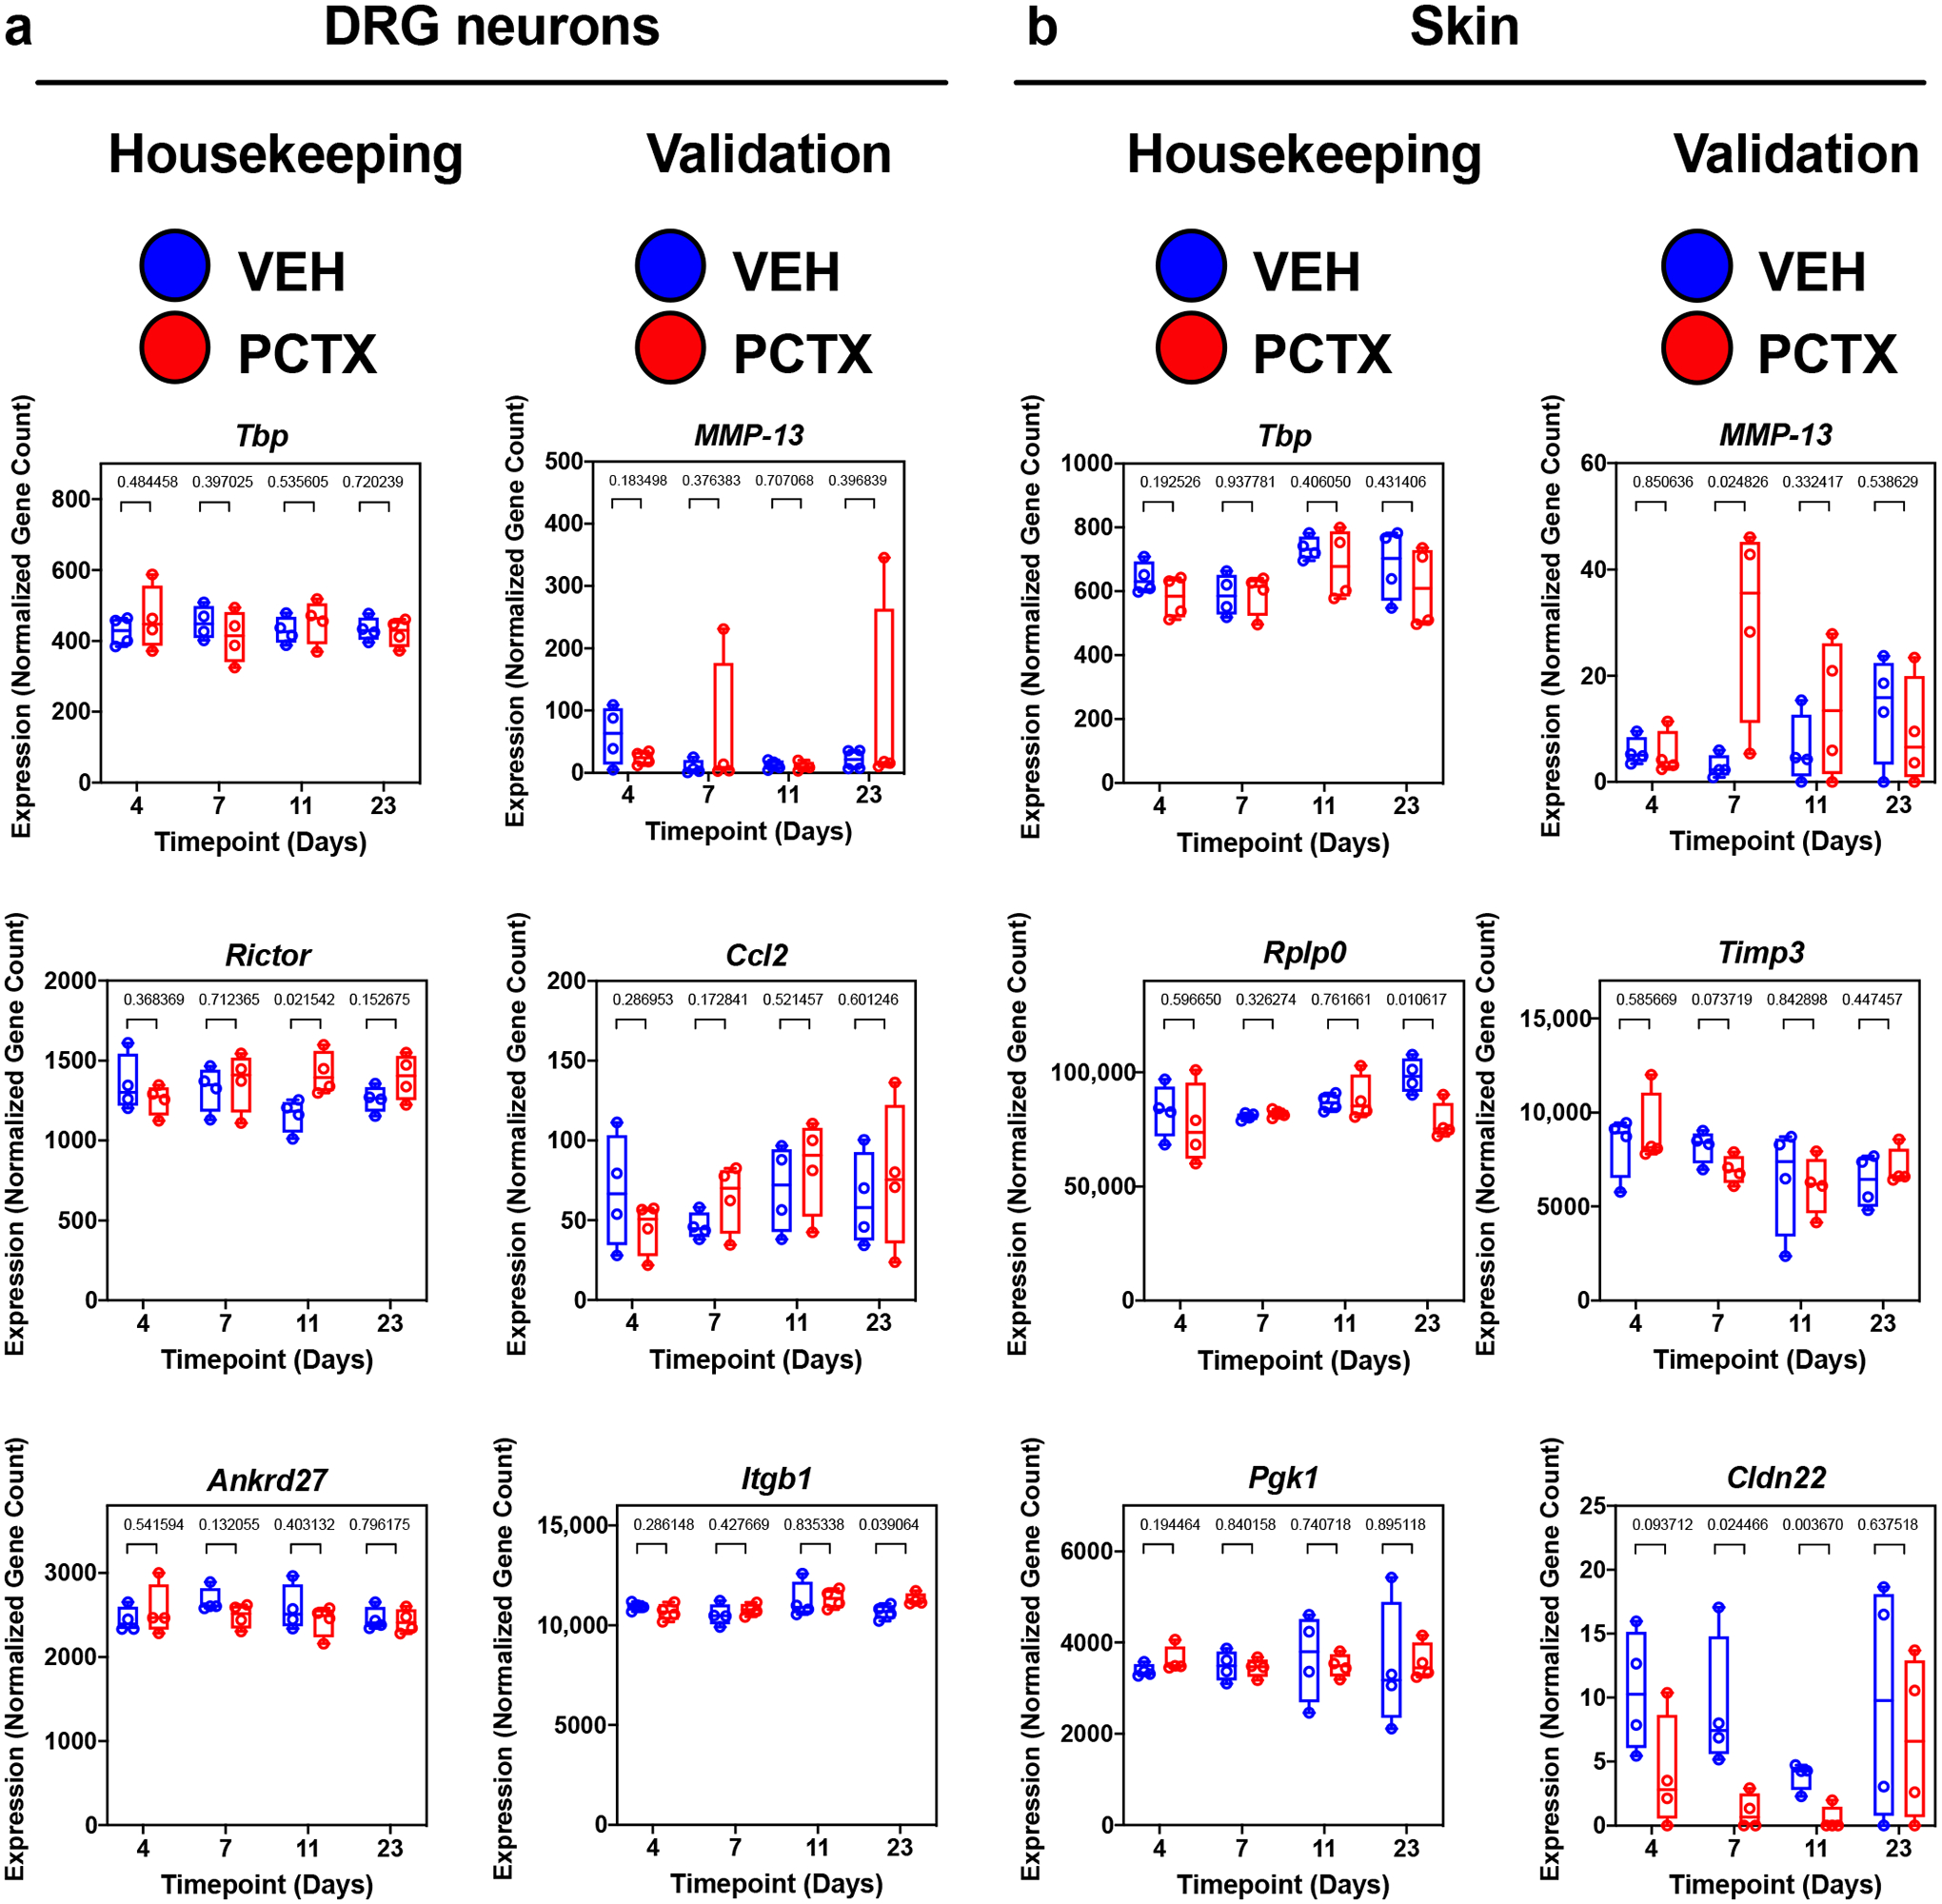
Technical validation of genes. Expression graphs of normalised gene counts showing housekeeping genes (no expected expression changes) and validation genes (expected expression changes) for (**a**) DRG neurons and (**b**) skin. (**a**) DRG validation genes include *Ccl2* and *Itgb1*, known to be overexpressed in DRG neurons in the presence of paclitaxel, and *Mmp13*, only known to play a skin-specific role in paclitaxel-induced peripheral neuropathy. (**b**) Known housekeeping genes in skin include *Tbp, RplpO*, and *Pgk1*. Validation genes in skin include *Mmp13*, *Timp3*, a known inhibitor of MMP-13, and *Cldn22*, a tight junction protein in the epidermis. *p*-values from a two-sided *t*-test are represented above brackets for each time point. *Abbreviations*: VEH: vehicle; PCTX: Paclitaxel.

**Table 1.** **Raw data descriptor**.

File name	Sample Name	Organism	Strain	Age	Sex	Tissue	Treatment_Timepoint
sRieger_RiegerHarrisonTaxol11202019_201926297-01_S_1_1	SKIN05	Mus musculus	C57B6/J	6 weeks	male	Skin	Vehicle_day4
sRieger_RiegerHarrisonTaxol11202019_201926297-01_S_2_1	SKIN05	Mus musculus	C57B6/J	6 weeks	male	Skin	Vehicle_day4
sRieger_RiegerHarrisonTaxol11202019_201926301-01_S_1_1	SKIN07	Mus musculus	C57B6/J	6 weeks	male	Skin	Vehicle_day4
sRieger_RiegerHarrisonTaxol11202019_201926301-01_S_2_1	SKIN07	Mus musculus	C57B6/J	6 weeks	male	Skin	Vehicle_day4
sRieger_RiegerHarrisonTaxol11202019_201926344-01_S_1_1	SKIN06	Mus musculus	C57B6/J	6 weeks	male	Skin	Vehicle_day4
sRieger_RiegerHarrisonTaxol11202019_201926344-01_S_2_1	SKIN06	Mus musculus	C57B6/J	6 weeks	male	Skin	Vehicle_day4
sRieger_RiegerHarrisonTaxol11202019_201926350-01_S_1_1	SKIN08	Mus musculus	C57B6/J	6 weeks	male	Skin	Vehicle_day4
sRieger_RiegerHarrisonTaxol11202019_201926350-01_S_2_1	SKIN08	Mus musculus	C57B6/J	6 weeks	male	Skin	Vehicle_day4
sRieger_RiegerHarrisonTaxol11202019_201926321-01_S_2_1	SKIN19	Mus musculus	C57B6/J	6 weeks	male	Skin	Vehicle_day7
sRieger_RiegerHarrisonTaxol11202019_201926335-01_S_1_1	SKIN18	Mus musculus	C57B6/J	6 weeks	male	Skin	Vehicle_day7
sRieger_RiegerHarrisonTaxol11202019_201926335-01_S_2_1	SKIN18	Mus musculus	C57B6/J	6 weeks	male	Skin	Vehicle_day7
sRieger_RiegerHarrisonTaxol11202019_201926349-01_S_1_1	SKIN20	Mus musculus	C57B6/J	6 weeks	male	Skin	Vehicle_day7
sRieger_RiegerHarrisonTaxol11202019_201926355-01_S_1_1	SKIN17	Mus musculus	C57B6/J	6 weeks	male	Skin	Vehicle_day7
sRieger_RiegerHarrisonTaxol11202019_201926355-01_S_2_1	SKIN17	Mus musculus	C57B6/J	6 weeks	male	Skin	Vehicle_day7
sRieger_RiegerHarrisonTaxol11202019_201926324-01_S_1_1	SKIN35	Mus musculus	C57B6/J	6 weeks	male	Skin	Vehicle_day11
sRieger_RiegerHarrisonTaxol11202019_201926329-01_S_1_1	SKIN33	Mus musculus	C57B6/J	6 weeks	male	Skin	Vehicle_day11
sRieger_RiegerHarrisonTaxol11202019_201926329-01_S_2_1	SKIN33	Mus musculus	C57B6/J	6 weeks	male	Skin	Vehicle_day11
sRieger_RiegerHarrisonTaxol11202019_201926337-01_S_1_1	SKIN34	Mus musculus	C57B6/J	6 weeks	male	Skin	Vehicle_day11
sRieger_RiegerHarrisonTaxol11202019_201926337-01_S_2_1	SKIN34	Mus musculus	C57B6/J	6 weeks	male	Skin	Vehicle_day11
sRieger_RiegerHarrisonTaxol11202019_201926346-01_S_1_1	SKIN36	Mus musculus	C57B6/J	6 weeks	male	Skin	Vehicle_day11
sRieger_RiegerHarrisonTaxol11202019_201926346-01_S_2_1	SKIN36	Mus musculus	C57B6/J	6 weeks	male	Skin	Vehicle_day11
sRieger_RiegerHarrisonTaxol11202019_201926295-01_S_1_1	SKIN52	Mus musculus	C57B6/J	6 weeks	male	Skin	Vehicle_day23
sRieger_RiegerHarrisonTaxol11202019_201926295-01_S_2_1	SKIN52	Mus musculus	C57B6/J	6 weeks	male	Skin	Vehicle_day23
sRieger_RiegerHarrisonTaxol11202019_201926304-01_S_1_1	SKIN49	Mus musculus	C57B6/J	6 weeks	male	Skin	Vehicle_day23
sRieger_RiegerHarrisonTaxol11202019_201926304-01_S_2_1	SKIN49	Mus musculus	C57B6/J	6 weeks	male	Skin	Vehicle_day23
sRieger_RiegerHarrisonTaxol11202019_201926328-01_S_1_1	SKIN50	Mus musculus	C57B6/J	6 weeks	male	Skin	Vehicle_day23
sRieger_RiegerHarrisonTaxol11202019_201926328-01_S_2_1	SKIN50	Mus musculus	C57B6/J	6 weeks	male	Skin	Vehicle_day23
sRieger_RiegerHarrisonTaxol11202019_201926354-01_S_1_1	SKIN51	Mus musculus	C57B6/J	6 weeks	male	Skin	Vehicle_day23
sRieger_RiegerHarrisonTaxol11202019_201926354-01_S_2_1	SKIN51	Mus musculus	C57B6/J	6 weeks	male	Skin	Vehicle_day23
sRieger_RiegerHarrisonTaxol11202019_201926296-01_S_1_1	SKIN09	Mus musculus	C57B6/J	6 weeks	male	Skin	Paclitaxel_day4
sRieger_RiegerHarrisonTaxol11202019_201926296-01_S_2_1	SKIN09	Mus musculus	C57B6/J	6 weeks	male	Skin	Paclitaxel_day4
sRieger_RiegerHarrisonTaxol11202019_201926306-01_S_1_1	SKIN10	Mus musculus	C57B6/J	6 weeks	male	Skin	Paclitaxel_day4
sRieger_RiegerHarrisonTaxol11202019_201926306-01_S_2_1	SKIN10	Mus musculus	C57B6/J	6 weeks	male	Skin	Paclitaxel_day4
sRieger_RiegerHarrisonTaxol11202019_201926326-01_S_1_1	SKIN12	Mus musculus	C57B6/J	6 weeks	male	Skin	Paclitaxel_day4
sRieger_RiegerHarrisonTaxol11202019_201926339-01_S_1_1	SKIN11	Mus musculus	C57B6/J	6 weeks	male	Skin	Paclitaxel_day4
sRieger_RiegerHarrisonTaxol11202019_201926339-01_S_2_1	SKIN11	Mus musculus	C57B6/J	6 weeks	male	Skin	Paclitaxel_day4
sRieger_RiegerHarrisonTaxol11202019_201926294-01_S_1_1	SKIN25	Mus musculus	C57B6/J	6 weeks	male	Skin	Paclitaxel_day7
sRieger_RiegerHarrisonTaxol11202019_201926294-01_S_2_1	SKIN25	Mus musculus	C57B6/J	6 weeks	male	Skin	Paclitaxel_day7
sRieger_RiegerHarrisonTaxol11202019_201926334-01_S_1_1	SKIN26	Mus musculus	C57B6/J	6 weeks	male	Skin	Paclitaxel_day7
sRieger_RiegerHarrisonTaxol11202019_201926334-01_S_2_1	SKIN26	Mus musculus	C57B6/J	6 weeks	male	Skin	Paclitaxel_day7
sRieger_RiegerHarrisonTaxol11202019_201926336-01_S_1_1	SKIN27	Mus musculus	C57B6/J	6 weeks	male	Skin	Paclitaxel_day7
sRieger_RiegerHarrisonTaxol11202019_201926336-01_S_2_1	SKIN27	Mus musculus	C57B6/J	6 weeks	male	Skin	Paclitaxel_day7
sRieger_RiegerHarrisonTaxol11202019_201926338-01_S_1_1	SKIN28	Mus musculus	C57B6/J	6 weeks	male	Skin	Paclitaxel_day7
sRieger_RiegerHarrisonTaxol11202019_201926338-01_S_2_1	SKIN28	Mus musculus	C57B6/J	6 weeks	male	Skin	Paclitaxel_day7
sRieger_RiegerHarrisonTaxol11202019_201926298-01_S_1_1	SKIN43	Mus musculus	C57B6/J	6 weeks	male	Skin	Paclitaxel_day11
sRieger_RiegerHarrisonTaxol11202019_201926298-01_S_2_1	SKIN43	Mus musculus	C57B6/J	6 weeks	male	Skin	Paclitaxel_day11
sRieger_RiegerHarrisonTaxol11202019_201926310-01_S_1_1	SKIN42	Mus musculus	C57B6/J	6 weeks	male	Skin	Paclitaxel_day11
sRieger_RiegerHarrisonTaxol11202019_201926310-01_S_2_1	SKIN42	Mus musculus	C57B6/J	6 weeks	male	Skin	Paclitaxel_day11
sRieger_RiegerHarrisonTaxol11202019_201926331-01_S_1_1	SKIN44	Mus musculus	C57B6/J	6 weeks	male	Skin	Paclitaxel_day11
sRieger_RiegerHarrisonTaxol11202019_201926331-01_S_2_1	SKIN44	Mus musculus	C57B6/J	6 weeks	male	Skin	Paclitaxel_day11
sRieger_RiegerHarrisonTaxol11202019_201926332-01_S_1_1	SKIN41	Mus musculus	C57B6/J	6 weeks	male	Skin	Paclitaxel_day11
sRieger_RiegerHarrisonTaxol11202019_201926299-01_S_1_1	SKIN60	Mus musculus	C57B6/J	6 weeks	male	Skin	Paclitaxel_day23
sRieger_RiegerHarrisonTaxol11202019_201926299-01_S_2_1	SKIN60	Mus musculus	C57B6/J	6 weeks	male	Skin	Paclitaxel_day23
sRieger_RiegerHarrisonTaxol11202019_201926313-01_S_1_1	SKIN57	Mus musculus	C57B6/J	6 weeks	male	Skin	Paclitaxel_day23
sRieger_RiegerHarrisonTaxol11202019_201926313-01_S_2_1	SKIN57	Mus musculus	C57B6/J	6 weeks	male	Skin	Paclitaxel_day23
sRieger_RiegerHarrisonTaxol11202019_201926319-01_S_2_1	SKIN58	Mus musculus	C57B6/J	6 weeks	male	Skin	Paclitaxel_day23
sRieger_RiegerHarrisonTaxol11202019_201926343-01_S_1_1	SKIN59	Mus musculus	C57B6/J	6 weeks	male	Skin	Paclitaxel_day23
sRieger_RiegerHarrisonTaxol11202019_201926343-01_S_2_1	SKIN59	Mus musculus	C57B6/J	6 weeks	male	Skin	Paclitaxel_day23
							
sRieger_RiegerHarrisonTaxol11202019_201926362-01_S_1_1	DRG08	Mus musculus	C57B6/J	6 weeks	male	DRG	Vehicle_day4
sRieger_RiegerHarrisonTaxol11202019_201926362-01_S_2_1	DRG08	Mus musculus	C57B6/J	6 weeks	male	DRG	Vehicle_day4
sRieger_RiegerHarrisonTaxol11202019_201926366-01_S_1_1	DRG07	Mus musculus	C57B6/J	6 weeks	male	DRG	Vehicle_day4
sRieger_RiegerHarrisonTaxol11202019_201926366-01_S_2_1	DRG07	Mus musculus	C57B6/J	6 weeks	male	DRG	Vehicle_day4
sRieger_RiegerHarrisonTaxol11202019_201926387-01_S_1_1	DRG06	Mus musculus	C57B6/J	6 weeks	male	DRG	Vehicle_day4
sRieger_RiegerHarrisonTaxol11202019_201926387-01_S_2_1	DRG06	Mus musculus	C57B6/J	6 weeks	male	DRG	Vehicle_day4
sRieger_RiegerHarrisonTaxol11202019_201926413-01_S_1_1	DRG05	Mus musculus	C57B6/J	6 weeks	male	DRG	Vehicle_day4
sRieger_RiegerHarrisonTaxol11202019_201926413-01_S_2_1	DRG05	Mus musculus	C57B6/J	6 weeks	male	DRG	Vehicle_day4
sRieger_RiegerHarrisonTaxol11202019_201926361-01_S_1_1	DRG17	Mus musculus	C57B6/J	6 weeks	male	DRG	Vehicle_day7
sRieger_RiegerHarrisonTaxol11202019_201926361-01_S_2_1	DRG17	Mus musculus	C57B6/J	6 weeks	male	DRG	Vehicle_day7
sRieger_RiegerHarrisonTaxol11202019_201926396-01_S_1_1	DRG20	Mus musculus	C57B6/J	6 weeks	male	DRG	Vehicle_day7
sRieger_RiegerHarrisonTaxol11202019_201926396-01_S_2_1	DRG20	Mus musculus	C57B6/J	6 weeks	male	DRG	Vehicle_day7
sRieger_RiegerHarrisonTaxol11202019_201926400-01_S_1_1	DRG19	Mus musculus	C57B6/J	6 weeks	male	DRG	Vehicle_day7
sRieger_RiegerHarrisonTaxol11202019_201926414-01_S_1_1	DRG18	Mus musculus	C57B6/J	6 weeks	male	DRG	Vehicle_day7
sRieger_RiegerHarrisonTaxol11202019_201926414-01_S_2_1	DRG18	Mus musculus	C57B6/J	6 weeks	male	DRG	Vehicle_day7
sRieger_RiegerHarrisonTaxol11202019_201926358-01_S_1_1	DRG34	Mus musculus	C57B6/J	6 weeks	male	DRG	Vehicle_day11
sRieger_RiegerHarrisonTaxol11202019_201926358-01_S_2_1	DRG34	Mus musculus	C57B6/J	6 weeks	male	DRG	Vehicle_day11
sRieger_RiegerHarrisonTaxol11202019_201926364-01_S_1_1	DRG35	Mus musculus	C57B6/J	6 weeks	male	DRG	Vehicle_day11
sRieger_RiegerHarrisonTaxol11202019_201926364-01_S_2_1	DRG35	Mus musculus	C57B6/J	6 weeks	male	DRG	Vehicle_day11
sRieger_RiegerHarrisonTaxol11202019_201926408-01_S_1_1	DRG36	Mus musculus	C57B6/J	6 weeks	male	DRG	Vehicle_day11
sRieger_RiegerHarrisonTaxol11202019_201926408-01_S_2_1	DRG36	Mus musculus	C57B6/J	6 weeks	male	DRG	Vehicle_day11
sRieger_RiegerHarrisonTaxol11202019_201926411-01_S_1_1	DRG33	Mus musculus	C57B6/J	6 weeks	male	DRG	Vehicle_day11
sRieger_RiegerHarrisonTaxol11202019_201926411-01_S_2_1	DRG33	Mus musculus	C57B6/J	6 weeks	male	DRG	Vehicle_day11
sRieger_RiegerHarrisonTaxol11202019_201926370-01_S_1_1	DRG50	Mus musculus	C57B6/J	6 weeks	male	DRG	Vehicle_day23
sRieger_RiegerHarrisonTaxol11202019_201926370-01_S_2_1	DRG50	Mus musculus	C57B6/J	6 weeks	male	DRG	Vehicle_day23
sRieger_RiegerHarrisonTaxol11202019_201926401-01_S_1_1	DRG49	Mus musculus	C57B6/J	6 weeks	male	DRG	Vehicle_day23
sRieger_RiegerHarrisonTaxol11202019_201926401-01_S_2_1	DRG49	Mus musculus	C57B6/J	6 weeks	male	DRG	Vehicle_day23
sRieger_RiegerHarrisonTaxol11202019_201926403-01_S_1_1	DRG52	Mus musculus	C57B6/J	6 weeks	male	DRG	Vehicle_day23
sRieger_RiegerHarrisonTaxol11202019_201926403-01_S_2_1	DRG52	Mus musculus	C57B6/J	6 weeks	male	DRG	Vehicle_day23
sRieger_RiegerHarrisonTaxol11202019_201926405-01_S_1_1	DRG51	Mus musculus	C57B6/J	6 weeks	male	DRG	Vehicle_day23
sRieger_RiegerHarrisonTaxol11202019_201926405-01_S_2_1	DRG51	Mus musculus	C57B6/J	6 weeks	male	DRG	Vehicle_day23
sRieger_RiegerHarrisonTaxol11202019_201926356-01_S_1_1	DRG09	Mus musculus	C57B6/J	6 weeks	male	DRG	Paclitaxel_day4
sRieger_RiegerHarrisonTaxol11202019_201926356-01_S_2_1	DRG09	Mus musculus	C57B6/J	6 weeks	male	DRG	Paclitaxel_day4
sRieger_RiegerHarrisonTaxol11202019_201926399-01_S_1_1	DRG12	Mus musculus	C57B6/J	6 weeks	male	DRG	Paclitaxel_day4
sRieger_RiegerHarrisonTaxol11202019_201926399-01_S_2_1	DRG12	Mus musculus	C57B6/J	6 weeks	male	DRG	Paclitaxel_day4
sRieger_RiegerHarrisonTaxol11202019_201926402-01_S_1_1	DRG10	Mus musculus	C57B6/J	6 weeks	male	DRG	Paclitaxel_day4
sRieger_RiegerHarrisonTaxol11202019_201926402-01_S_2_1	DRG10	Mus musculus	C57B6/J	6 weeks	male	DRG	Paclitaxel_day4
sRieger_RiegerHarrisonTaxol11202019_201926410-01_S_1_1	DRG11	Mus musculus	C57B6/J	6 weeks	male	DRG	Paclitaxel_day4
sRieger_RiegerHarrisonTaxol11202019_201926410-01_S_2_1	DRG11	Mus musculus	C57B6/J	6 weeks	male	DRG	Paclitaxel_day4
sRieger_RiegerHarrisonTaxol11202019_201926360-01_S_1_1	DRG28	Mus musculus	C57B6/J	6 weeks	male	DRG	Paclitaxel_day7
sRieger_RiegerHarrisonTaxol11202019_201926360-01_S_2_1	DRG28	Mus musculus	C57B6/J	6 weeks	male	DRG	Paclitaxel_day7
sRieger_RiegerHarrisonTaxol11202019_201926367-01_S_1_1	DRG27	Mus musculus	C57B6/J	6 weeks	male	DRG	Paclitaxel_day7
sRieger_RiegerHarrisonTaxol11202019_201926367-01_S_2_1	DRG27	Mus musculus	C57B6/J	6 weeks	male	DRG	Paclitaxel_day7
sRieger_RiegerHarrisonTaxol11202019_201926415-01_S_1_1	DRG26	Mus musculus	C57B6/J	6 weeks	male	DRG	Paclitaxel_day7
sRieger_RiegerHarrisonTaxol11202019_201926415-01_S_2_1	DRG26	Mus musculus	C57B6/J	6 weeks	male	DRG	Paclitaxel_day7
sRieger_RiegerHarrisonTaxol11202019_201926417-01_S_1_1	DRG25	Mus musculus	C57B6/J	6 weeks	male	DRG	Paclitaxel_day7
sRieger_RiegerHarrisonTaxol11202019_201926417-01_S_2_1	DRG25	Mus musculus	C57B6/J	6 weeks	male	DRG	Paclitaxel_day7
sRieger_RiegerHarrisonTaxol11202019_201926369-01_S_1_1	DRG43	Mus musculus	C57B6/J	6 weeks	male	DRG	Paclitaxel_day11
sRieger_RiegerHarrisonTaxol11202019_201926369-01_S_2_1	DRG43	Mus musculus	C57B6/J	6 weeks	male	DRG	Paclitaxel_day11
sRieger_RiegerHarrisonTaxol11202019_201926375-01_S_1_1	DRG42	Mus musculus	C57B6/J	6 weeks	male	DRG	Paclitaxel_day11
sRieger_RiegerHarrisonTaxol11202019_201926375-01_S_2_1	DRG42	Mus musculus	C57B6/J	6 weeks	male	DRG	Paclitaxel_day11
sRieger_RiegerHarrisonTaxol11202019_201926382-01_S_1_1	DRG41	Mus musculus	C57B6/J	6 weeks	male	DRG	Paclitaxel_day11
sRieger_RiegerHarrisonTaxol11202019_201926382-01_S_2_1	DRG41	Mus musculus	C57B6/J	6 weeks	male	DRG	Paclitaxel_day11
sRieger_RiegerHarrisonTaxol11202019_201926386-01_S_1_1	DRG44	Mus musculus	C57B6/J	6 weeks	male	DRG	Paclitaxel_day11
sRieger_RiegerHarrisonTaxol11202019_201926365-01_S_1_1	DRG60	Mus musculus	C57B6/J	6 weeks	male	DRG	Paclitaxel_day23
sRieger_RiegerHarrisonTaxol11202019_201926365-01_S_2_1	DRG60	Mus musculus	C57B6/J	6 weeks	male	DRG	Paclitaxel_day23
sRieger_RiegerHarrisonTaxol11202019_201926380-01_S_1_1	DRG59	Mus musculus	C57B6/J	6 weeks	male	DRG	Paclitaxel_day23
sRieger_RiegerHarrisonTaxol11202019_201926380-01_S_2_1	DRG59	Mus musculus	C57B6/J	6 weeks	male	DRG	Paclitaxel_day23
sRieger_RiegerHarrisonTaxol11202019_201926381-01_S_1_1	DRG58	Mus musculus	C57B6/J	6 weeks	male	DRG	Paclitaxel_day23
sRieger_RiegerHarrisonTaxol11202019_201926381-01_S_2_1	DRG58	Mus musculus	C57B6/J	6 weeks	male	DRG	Paclitaxel_day23
sRieger_RiegerHarrisonTaxol11202019_201926393-01_S_1_1	DRG57	Mus musculus	C57B6/J	6 weeks	male	DRG	Paclitaxel_day23
sRieger_RiegerHarrisonTaxol11202019_201926393-01_S_2_1	DRG57	Mus musculus	C57B6/J	6 weeks	male	DRG	Paclitaxel_day23

## Data Availability

All raw and normalised gene count matrices produced by DESeq2 were deposited in the NCBI Gene Expression Omnibus (GEO) database under accession number GSE185084. This GEO entry includes links to the raw count data in .txt.bz2 format. Each processed matrix data file of raw or normalised counts contains a header row corresponding to the sample followed by 52,391 rows, each corresponding to a unique transcript.

How the deposited data were processed for this re-analysis (not part of the article)

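RNA of dorsal root ganglia (DRG) and plantar skin was sequenced from mice given paclitaxel at 4 mg/kg on days 0, 2, 4 and 6 or vehicle, with 4 mice per treatment on days 4, 7, 11 and 23, which gives 32 libraries per tissue. The authors trimmed the reads with Trimmomatic 0.38, aligned them with STAR and counted them per gene, and combined the runs of a mouse. They deposited 1 raw table per tissue, in which each value is a count of reads, and 1 table of normalised counts per tissue. In the normalised tables the deposited values are a signal in units of counts divided by 1 size factor per mouse. Each raw table also holds 28 columns that belong to no sample and are empty, and these were not used here. The raw tables hold 52394 genes, of which 118 have no gene name, and those take 0.0132% of the counts in DRG and 0.0286% in skin.

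Depth was 22146536 to 52904112 counts per DRG library and 24114230 to 63872693 per skin library. Genes with few counts are limited by counting error, and Cldn22 and Mmp13 in skin are among them. The square root of the common dispersion was 0.223 in DRG and 0.325 in skin, so the spread between mice limits most other genes. Libraries of a group were checked for duplicates in 48 pairs per tissue, and 0 pairs were identical.

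The 8 groups of a tissue were fitted together with edgeR 4.0.16 in R 4.3.3, with TMM normalisation, edgeR's filter on low counts, and quasi-likelihood tests of paclitaxel against vehicle on each day, of their average over the days, of the difference of effect between days, of day 7 against day 23, and of the days in vehicle mice. P-values were adjusted by Benjamini-Hochberg over the genes tested, 18709 in DRG and 18578 in skin, with a threshold of 0.05. Genes plotted in Figure 2 were tested on the deposited normalised counts with two-sided exact permutation tests per day (70 arrangements, smallest p 0.0286), adjusted over 24 tests per tissue, and over all days with 100000 permutations within days, adjusted over 6 genes per tissue. Exact permutation p-values of other genes and of list means were not adjusted, and those genes were picked out in the same libraries. List means per mouse, given as log2 CPM, are means of log2(CPM + 1). Gene lists fixed before the data were examined, 45 in all (33 tested in DRG and 39 in skin), were tested with camera at a preset correlation of 0.01. Correlations of effects across genes were tested with 100 shuffles of the labels within days. The tests were also run on simulated data, with doubled expression recovered for 77.6% (DRG) and 70.1% (skin) of changed genes on 1 day and 98.5% and 95.5% over the days. The simulated genes varied independently of each other. Genes with few counts, such as Mmp13 and Cldn22 in skin, were left unchanged there. These percentages therefore do not cover variation that genes share, such as muscle content, or genes with few counts.

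Genes are named by a rule fixed before the data were examined. It takes the genes plotted in the paper, and in each tissue and comparison the 12 largest log2 fold changes in each direction among genes past the threshold with an average log2 CPM of at least 0, without predicted gene models. Where fewer than 5 genes pass, the 5 with the smallest p are named as well. It also takes list members past the threshold, and up to 4 members of a list that passes. Results for some genes that the rule takes are not reported.

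Other settings, fixed before the data were examined, were DESeq2 size factors within edgeR, DESeq2 1.42.0, no filter on low counts, 1 surrogate variable from sva 3.50.0, the 8 libraries of a day alone, TMM-normalised CPM, another statistic for the permutation tests, camera with an estimated correlation, fry, genes with an average log2 CPM of at least 3 for correlations, and leaving out each mouse in turn. Chosen after seeing the data were the mean of a skeletal muscle list as a covariate, limma 3.58.1 (voom with quality weights), DRG without DRG09 and DRG34, and DRG without the 11 libraries above 10 CPM of Krt10. Tables were handled with Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and figures drawn with matplotlib 3.10.9. Raw reads were not analysed here.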

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

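Chosen only after the result was seen were the tests of the clock gene difference, of a shared state of each mouse, of library order and of the quartiles of carry-over, and the settings with the skeletal muscle covariate, with limma voom with quality weights, without DRG09 and DRG34, and without the libraries above 10 CPM of Krt10.

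Over the days, 2 of 12 glucocorticoid-responsive genes and 2 of 14 clock genes changed with paclitaxel in DRG, and 4 of 12 and 10 of 14 in skin, with Fkbp5 lower in both. The clock list had an adjusted p of 0.957 with an estimated correlation in DRG and a camera adjusted p of 0.0956 in skin. Camera tests a shift in 1 direction and this list holds genes that moved both ways. Those list values therefore cannot decide whether clock genes moved. The averaged effect on 6 clock genes minus that on 3 clock genes of the opposite phase was 0.767 in DRG and 0.547 in skin (highest of the shuffles 0.565 and 0.336), with the genes of this difference chosen after clock genes had been seen to change, with Nr1d1, 1 of the 6, lower in skin (−0.31), and with Per1, Cry1 and Cry2 left out, and a different time of day at collection cannot be told apart from an effect of treatment on the clock, since collection times per mouse are not given in the sources used here. Within groups, Fkbp5 and the clock difference correlated at r = −0.089 in DRG (permutation p = 0.691, adjusted p = 0.691 over 8 relations, rho = −0.063, permutation p = 0.777, adjusted p = 0.777, r = −0.121 without the 2 farthest mice) and r = −0.228 in skin (permutation p = 0.275, adjusted p = 0.314, rho = −0.238, permutation p = 0.261, adjusted p = 0.298, r = −0.176 without the 2 farthest). The DRG value meets the bound of −0.1 to 0.1 written beforehand as arguing against time of day, but that bound was set aside after the value was seen, because the 95% interval of −0.475 to 0.326 reaches below the −0.35 that the explanation needs (skin −0.578 to 0.193), so both stay open. An effect of paclitaxel itself stays open too, skeletal muscle as the source of the lower skin Fkbp5 is argued against by an average log2 fold change of −1.122 with the muscle covariate, and a shared state of each mouse may contribute, with r = 0.382 between the tissues by mouse number (permutation p = 0.0439, adjusted p = 0.0878, which misses 0.05, rho = 0.345, permutation p = 0.0707, adjusted p = 0.189, r = 0.371 without the 2 farthest).

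In skin on day 23, 895 genes passed, and with the skeletal muscle list mean as a covariate 334 did, of which 284 were among the 895. Whether muscle in the samples is the source cannot be told apart from treatment, since the mean of the muscle list in that day's paclitaxel group was above that of the vehicle group, though within the spread between mice (10.1 ± 0.61 and 6.40 ± 3.80 log2 CPM, SD, n = 4 mice, exact permutation p = 0.143). Chance could not be excluded for this count, as 3 of 35 splits of the 8 mice gave as many genes and the highest other split gave 2065. Without SKIN52 the count was 3016. This vehicle mouse had 8743 CPM of the skeletal muscle gene Acta1, against 6.39 to 629 CPM in the other vehicle mice of day 23. The paclitaxel mice of that day had 2905 to 6030 CPM. Leaving out SKIN52 thus parts the groups by Acta1 as well as by treatment, and the higher count cannot be assigned to either. A biological change in the skin at this late day stays open as well.

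In 11 DRG libraries, 6 with paclitaxel and 5 with vehicle, the keratin Krt10 had 17.4 to 29.5 CPM, against 1.63 to 4.71 in the other 21. Carry-over from skin samples is a candidate source, since the percent of the skin level was alike over the middle 50% of 75 genes abundant in skin (upper quartile 1.384 times the lower, with a bound of under 2 set for carry-over), though not for muscle genes among them, with 16.9% for Ckm and 12.1% for Tnnt3 against 0.041% for Krt10, which carry-over at the level of the keratins leaves unexplained. This was a test added after a first one, the lowest rank correlation of 0.473 with skin, had not decided it. Of the 11, 10 were consecutive in library order (ranks 3 to 12 of 32), but Krt10 falls in separate clusters, so the values over all 32 libraries (rank correlation −0.259, permutation p = 0.153, adjusted p = 0.211, r = −0.591, permutation p = 0.00055, adjusted p = 0.0044, r = −0.655 without the 2 farthest) mix the clusters, and a library batch cannot be told apart. No biological explanation was tested.

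Some values stood far from their group, in 7 of 96 groups of 4 mice, where chance gives about 1 in 20. In DRG, Ankrd27 in vehicle mouse DRG17 on day 7 was 2.89e+03 normalised counts (others 2.58e+03 to 2.6e+03). Mmp13 was 231 in paclitaxel mouse DRG27 on day 7 (others 2.76 to 13.8) and 346 in paclitaxel mouse DRG60 on day 23 (others 10 to 18). In skin, paclitaxel mouse SKIN12 on day 4 had 4.06e+03 for Pgk1 (others 3.45e+03 to 3.49e+03) and 1.2e+04 for Timp3 (others 7.8e+03 to 8.19e+03). Timp3 was 8.57e+03 in paclitaxel mouse SKIN57 on day 23 (others 6.42e+03 to 6.61e+03). Cldn22 was 1.98, from 4 counts, in paclitaxel mouse SKIN42 on day 11, with 0 in the other 3.

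The paper reports no test over all genes. In DRG, 2 genes passed on day 7 (1 of 35 splits gave as many, highest other 0), 4 on day 23 (1 of 35, highest other 0) and 26 over the days (1 of 100, highest other 1). In skin, 1 passed on day 7 (1 of 35, highest other 0), 50 on day 11 (1 of 35, highest other 8), 1000 over the days (1 of 100, highest other 9) and 7 differed between day 7 and day 23 (1 of 100, highest other 0). For each of these counts the real split alone gave as many, a share under 0.05. A share of 1 of 35 is the lowest that the splits of a day allow, and the shares were not adjusted over the comparisons. The splits do not cover muscle or keratin content, and several of these counts fell under other settings, as given below. Chance could not be excluded for the 2 skin genes of day 4 (2 of 35, highest other 511) or the 163 skin genes that differed between days in vehicle mice (7 of 100, highest other 1308). Counts of 0 by edgeR were matched by every split, namely DRG day 4 (35 of 35, highest other 0), DRG day 11 (35 of 35, highest other 1), the difference between days in DRG (100 of 100, highest other 2) and skin (100 of 100, highest other 1), DRG day 7 against day 23 (100 of 100, highest other 0) and the DRG vehicle days (100 of 100, highest other 718), with their unadjusted counts and those of other tools given beside the results. For the number of gene lists called by camera, chance could not be excluded in any comparison. In DRG the numbers were 11 on day 4 (22 of 35 splits, highest other 19), 12 on day 7 (3 of 35, 12), 13 on day 11 (13 of 35, 20), 10 on day 23 (5 of 35, 14) and 7 over the days (66 of 100, 19). In skin they were 11 on day 4 (11 of 35, 15), 16 on day 7 (2 of 35, 17), 6 on day 11 (27 of 35, 16), 8 on day 23 (20 of 35, 18) and 9 over the days (40 of 100, 16).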

How the results depend on the processing

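Settings with the skeletal muscle covariate, limma voom with quality weights, and without DRG09 and DRG34 or the libraries above 10 CPM of Krt10 were chosen after seeing the data. Fkbp5, Rfx1 and Per3 over the days in skin stayed past the threshold in all settings run, and Fkbp5 on day 7 in DRG did in all but the setting without the Krt10 libraries (log2 fold change −0.92, adjusted p = 1.00), which leaves 21 libraries. The number of gene lists called moved by over 1.5 times under camera with an estimated correlation and under fry in every comparison, and most genes plotted in the paper that changed direction had a log2 fold change near 0, with Mmp13 in DRG the main exception. Depth limits genes with few counts, such as Cldn22 in skin with 0 to 20 counts per library. No paired analysis was possible because mouse numbers are not shared between the treatment groups of a tissue. The values below differ from those reported in direction, in their side of the threshold or by over 1.5 times, and the cause was not tested.

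With DESeq2 size factors in edgeR, the number of genes was 2 for DRG day 11 and 20 for skin day 7 against day 23. With DESeq2, the number of genes was 4 for DRG day 7, 63 for DRG day 11, 15 for DRG day 23, 55 for DRG over the days, 10 for DRG difference between days, 53 for DRG vehicle days, 10 for skin day 4, 32 for skin day 7, 178 for skin day 11, 1633 for skin day 23, 147 for skin difference between days, 202 for skin day 7 against day 23 and 949 for skin vehicle days. Without a filter on low counts, the number of genes was 9 for DRG day 11, 7 for DRG day 23, 1 for skin day 4, 16 for skin day 11, 449 for skin day 23, 553 for skin over the days, 1 for skin day 7 against day 23 and 62 for skin vehicle days. With 1 surrogate variable, the number of genes was 5 for DRG day 7, 7 for DRG day 11, 23 for DRG day 23, 89 for DRG over the days, 1 for DRG vehicle days, 0 for skin day 4, 4 for skin day 7, 88 for skin day 11, 291 for skin day 23, 0 for skin day 7 against day 23 and 299 for skin vehicle days. With 1 surrogate variable, the log2 fold change was −0.023 for DRG Tbp day 11, 0.003 for DRG Tbp day 23, −0.006 for DRG Tbp over the days, −0.11 for skin Pgk1 day 4, −0.024 for skin Tbp day 7, −0.009 for skin Rplp0 day 7, 0.054 for skin Pgk1 day 7, −0.14 for skin Pgk1 day 23 and −0.053 for skin Pgk1 over the days. From the 8 libraries of a day alone, the number of genes was 6 for DRG day 7, 18 for DRG day 23, 0 for skin day 4, 34 for skin day 7, 5 for skin day 11 and 91 for skin day 23. From the 8 libraries of a day alone, the log2 fold change was −0.001 for DRG Itgb1 day 11 and −0.003 for skin Tbp day 7. With the skeletal muscle covariate, the number of genes was 2 for DRG day 23, 0 for skin day 4, 3 for skin day 7, 334 for skin day 23, 0 for skin day 7 against day 23 and 285 for skin vehicle days. With the skeletal muscle covariate, the number of gene lists called was 3 for DRG over the days and 7 for skin day 4. With the skeletal muscle covariate, the log2 fold change was −0.008 for DRG Itgb1 day 11, −0.045 for skin Pgk1 day 4, −0.009 for skin Tbp day 7, 0.016 for skin Pgk1 day 7, −0.083 for skin Pgk1 day 23 and −0.034 for skin Pgk1 over the days. With limma voom with quality weights, the number of genes was 8 for DRG day 7, 33 for DRG day 23, 74 for DRG over the days, 2 for DRG vehicle days, 423 for skin day 4, 31 for skin day 7, 3948 for skin day 23, 2334 for skin over the days, 1793 for skin difference between days, 2478 for skin day 7 against day 23 and 86 for skin vehicle days. With limma voom with quality weights, the log2 fold change was −0.029 for DRG Ankrd27 day 4, 0.004 for DRG Ankrd27 day 11, −0.098 for DRG Ccl2 day 11 and 0.062 for skin Mmp13 day 23. Without DRG09 and DRG34, the number of genes was 5 for DRG day 7, 9 for DRG day 11, 20 for DRG day 23, 68 for DRG over the days and 1 for DRG vehicle days. Without DRG09 and DRG34, the log2 fold change was −0.032 for DRG Ankrd27 day 4 and −0.009 for DRG Itgb1 day 11. Without the libraries above 10 CPM of Krt10, the number of genes was 0 for DRG day 7, 0 for DRG day 23 and 1 for DRG over the days. Without the libraries above 10 CPM of Krt10, the log2 fold change was −0.015 for DRG Ankrd27 day 4, −1.85 for DRG Mmp13 day 7, −0.063 for DRG Ccl2 day 11, 0.066 for DRG Tbp day 23, −0.010 for DRG Rictor day 23, 0.058 for DRG Ankrd27 day 23, −0.25 for DRG Mmp13 day 23 and −1.21 for DRG Mmp13 over the days. With the correlation estimated per list, the number of gene lists called was 0 for DRG day 4, 0 for DRG day 7, 0 for DRG day 11, 0 for DRG day 23, 2 for DRG over the days, 0 for skin day 4, 1 for skin day 7, 0 for skin day 11, 0 for skin day 23 and 1 for skin over the days. With fry, the number of gene lists called was 0 for DRG day 4, 0 for DRG day 7, 0 for DRG day 11, 3 for DRG day 23, 1 for DRG over the days, 0 for skin day 4, 1 for skin day 7, 1 for skin day 11, 5 for skin day 23 and 3 for skin over the days. With the other statistic of the permutation tests, the value was 2.93 for DRG Tbp, 0.0485 for skin Timp3 day 11 and −33.4 for skin Timp3. Over genes with an average log2 CPM of at least 3, the value was 0.0620 for DRG day 4 and day 23, 0.574 for skin day 7 and day 11, −0.105 for skin day 11 and day 23 and −0.0980 for tissues, day 4. Leaving out 1 mouse at a time, the number of genes ran from 1 to 3 for DRG day 7, 0 to 104 for DRG day 11, 0 to 8 for DRG day 23, 10 to 59 for DRG over the days, 0 to 50 for DRG vehicle days, 0 to 3 for skin day 4, 1 to 2 for skin day 7, 8 to 64 for skin day 11, 330 to 3016 for skin day 23, 754 to 1636 for skin over the days, 0 to 592 for skin difference between days, 1 to 1645 for skin day 7 against day 23 and 46 to 432 for skin vehicle days. Leaving out 1 mouse at a time, the difference of mean normalised counts ran from −4.22 to 67.7 for DRG Tbp day 4, −22.3 to 7.09 for DRG Tbp day 23, −19.1 to 132 for DRG Rictor day 7, −37.3 to 202 for DRG Ankrd27 day 4, −85.5 to 39.7 for DRG Ankrd27 day 23, −2.20 to 73.9 for DRG Mmp13 day 7, −5.20 to 0.675 for DRG Mmp13 day 11, −6.88 to 105 for DRG Mmp13 day 23, −4.46 to 33.1 for DRG Ccl2 day 23, −116 to 565 for DRG Itgb1 day 11, −19.4 to 35.7 for skin Tbp day 7, −3113 to 4373 for skin Rplp0 day 11, −170.2 to 86.5 for skin Pgk1 day 7, −573 to 142 for skin Pgk1 day 11, −354 to 751 for skin Pgk1 day 23, −2.52 to 0.773 for skin Mmp13 day 4, −242 to 1160 for skin Timp3 day 4, −1706 to 409.7 for skin Timp3 day 11 and −6.01 to 0.205 for skin Cldn22 day 23. Leaving out 1 mouse at a time, the mean log2 difference over the days ran from −0.0304 to 0.0269 for DRG Tbp, −0.00178 to 0.504 for DRG Mmp13, −0.0048 to 0.205 for DRG Ccl2, −0.0112 to 0.102 for skin Pgk1 and −0.0803 to 0.0764 for skin Timp3. Leaving out 1 mouse at a time, the log2 fold change ran from −0.018 to 0.20 for DRG Tbp day 4, −0.032 to 0.11 for DRG Ankrd27 day 4, −0.025 to 0.14 for DRG Rictor day 7, −0.27 to 4.24 for DRG Mmp13 day 7, −0.002 to 0.16 for DRG Tbp day 11, −0.67 to 0.18 for DRG Mmp13 day 11, −0.030 to 0.065 for DRG Itgb1 day 11, −0.081 to 0.021 for DRG Tbp day 23, −0.055 to 0.020 for DRG Ankrd27 day 23, −0.59 to 2.53 for DRG Mmp13 day 23, −0.11 to 0.62 for DRG Ccl2 day 23, −0.028 to 0.027 for DRG Tbp over the days, −0.80 to 0.23 for skin Mmp13 day 4, −0.053 to 0.21 for skin Timp3 day 4, −0.054 to 0.077 for skin Tbp day 7, −0.074 to 0.029 for skin Pgk1 day 7, −0.055 to 0.064 for skin Rplp0 day 11, −0.23 to 0.063 for skin Pgk1 day 11, −0.36 to 0.11 for skin Timp3 day 11, −0.12 to 0.35 for skin Pgk1 day 23, −1.04 to 0.097 for skin Cldn22 day 23, −0.025 to 0.090 for skin Pgk1 over the days and −0.074 to 0.041 for skin Timp3 over the days. Among these, the count moved by over 1.5 times for DRG day 7 without DRG17 (1), DRG27 (1) and DRG28 (1), for DRG day 11 without DRG09 (104), DRG12 (4), DRG33 (11), DRG36 (1), DRG44 (10), DRG50 (1), DRG51 (1) and DRG58 (1), for DRG day 23 without DRG09 (8), DRG33 (7), DRG34 (7), DRG49 (0), DRG50 (2), DRG52 (2), DRG57 (2), DRG58 (1), DRG59 (0) and DRG60 (0), for DRG vehicle days without DRG09 (50), for skin day 7 without SKIN07 (2), SKIN12 (2), SKIN27 (2) and SKIN57 (2), for skin day 23 without SKIN49 (377), SKIN51 (366), SKIN52 (3016), SKIN57 (330) and SKIN59 (363), for skin over the days without SKIN52 (1636), for skin difference between days without SKIN08 (1), SKIN09 (1), SKIN27 (1), SKIN34 (1) and SKIN52 (592) and for skin vehicle days without SKIN05 (46), SKIN06 (432), SKIN08 (61), SKIN10 (108), SKIN17 (98), SKIN19 (95), SKIN49 (103), SKIN51 (85) and SKIN59 (104), and when leaving out any of 21 mice for DRG over the days, 25 mice for skin day 4, 15 mice for skin day 11 and 23 mice for skin day 7 against day 23.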

Differences from the paper's values

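The p-values printed in Figure 2 match the values recomputed with the test the paper names within the rounding of the printed digits, for all 48. Some statements of the paper differ from the results of the tests used here. The daily exact permutation tests, adjusted over 24 tests, could pass only if most of them reached their smallest p of 0.0286. Their adjusted p therefore cannot decide against a statement of the paper. The paper states that Mmp13 in skin rose significantly with paclitaxel, where the lowest exact permutation p was 0.0571, on day 7 (adjusted p = 0.343), and the paper's own two-sided test, without adjustment, calls it. Without SKIN28 the exact permutation p was 0.0286. That value cannot decide, since SKIN28 is the paclitaxel mouse that did not lie above every vehicle mouse. The paper states that Cldn22 in skin fell significantly, where the exact permutation p was 0.0286 on days 7 and 11 (adjusted p = 0.343), and the test over all days calls it (adjusted p = 0.0106), as does the paper's own test without adjustment. The paper states that Itgb1 rose in DRG, where the exact permutation p of day 23 was 0.0286 (adjusted p = 0.343, higher in 4 of 4 mice), and the paper's own test without adjustment calls it. The paper states that the housekeeping genes of skin did not vary significantly, which holds for the exact permutation tests used here (Rplp0 on day 23, p = 0.0571), while the settings differ for Rplp0 on that day, with an adjusted p of 0.104 from edgeR, 0.0473 from DESeq2 and 0.0113 from limma voom with quality weights, the last chosen after seeing the values, and the paper's own test without adjustment also calls it, while Tbp and Pgk1 had no adjusted p under 0.05 in the settings run.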

Other observations

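In skin on day 7, of 20 cell cycle genes 0 passed over all genes (14 higher when adjusted over the list alone, camera adjusted p = 4.83e-20, adjusted p = 0.133 with an estimated correlation), and over the 4 days 5 were higher, among them Mki67, a marker of dividing cells (log2 fold change 0.37, SE 0.09, adjusted p = 0.00995 from edgeR), Bub1b (0.46), Tpx2 (0.46), Kif20a (0.42) and Cenpf (0.36) (11 when adjusted over the list alone, camera adjusted p = 1.05e-06, adjusted p = 0.855 with an estimated correlation). S100a8 and S100a9 encode the calprotectin subunits of neutrophils. S100a9 was 2.67 ± 0.63 CPM (SD, n = 4 mice) with paclitaxel on day 7, and its 4 vehicle mice were at 0. S100a8 was 4.05 ± 1.02 CPM with paclitaxel and 0.599 ± 0.356 with vehicle on that day (exact permutation p = 0.0286). On day 11, S100a8 was 6.39 ± 10.2 CPM with paclitaxel and 0.398 with vehicle (exact permutation p = 0.286), and S100a9 was 5.93 ± 10.5 CPM with its vehicle mice at 0. Both means of day 11 rest on SKIN44, with 21.5 CPM of S100a8 and 21.6 CPM of S100a9, against 0.309 to 3.33 and 0.031 to 2.08 CPM in the other 3 paclitaxel mice. On days 4 and 23 S100a8 was 1.22 and 3.65 CPM with paclitaxel and 1.22 and 2.95 with vehicle (exact permutation p = 0.971 and 0.657), and S100a9 was 0.0912 and 1.03 CPM with paclitaxel and 0.142 and 1.31 with vehicle.

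The beta-defensin gene Defb8 (chromosome 8 of GRCm38, 19445769 to 19447606) had 0.621 ± 0.452 CPM with paclitaxel and 7.07 ± 6.83 with vehicle in skin on day 4, and 1.03 ± 0.841 and 6.05 ± 3.13 on day 23 (exact permutation p = 0.0286 each), but 4.40 and 2.58 on day 7 (exact permutation p = 0.343), and its edgeR call on day 23 ends without any 1 of 5 mice (adjusted p = 0.0537 to 0.101). EdgeR did not call Defb8 on day 4 (adjusted p = 0.167). The vehicle mean of that day rests largely on SKIN05, with 17.0 CPM against 1.54 to 5.74 CPM in the other vehicle mice. Over the days in skin, Aqp5, a water channel of sweat glands, fell (log2 fold change −0.27), as did Nrg1, a growth factor for Schwann cells (−0.76), while the calcium channel gene Trpv6 (0.62) and Mitf, a transcription factor of pigment cells (0.58), rose. Among the 68 called genes that the naming rule takes for skin over the days, 52 stayed called with 1 surrogate variable and 55 with the skeletal muscle covariate. Without a filter on low counts 57 stayed called, with limma 66 and with DESeq2 68. Of 16397 genes tested in both tissues, 25 changed over the days in DRG and 956 in skin, and 5 in both, all in the same direction, against 1.46 for independent lists (exact hypergeometric test, chosen after the result was seen, one-sided p = 0.0133). That test takes the lists and genes as independent, whereas the libraries of both tissues carry the same mouse numbers and some of these genes are regulated together. These were Arntl (−0.68 in DRG and −0.47 in skin), Dbp (0.82 and 0.27), Extl1 (0.51 and 0.73), Fam107a (−0.56 and −1.03) and Fkbp5 (−0.72 and −1.19). The skin call of Dbp ends on leaving out any 1 of 10 mice (adjusted p = 0.0518 to 0.062).

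A hypothesis is that bone or cartilage left on the ganglia is a source of Mmp13 in DRG. Of the 6 DRG libraries with the most Mmp13, DRG60, DRG27, DRG07 and DRG50 were also above 10 CPM of Krt10, while DRG05 and DRG06 were not. Whether Mmp13 goes with that keratin content or with library order was not tested. The bone hypothesis was tested alone. Its prediction, written before the test, was met, with a rank correlation of 0.58 between Mmp13 and the mean of a bone and cartilage list over 32 libraries (permutation p = 0.0006, adjusted p = 0.0048 over 8 relations, r = 0.549, permutation p = 0.00419, adjusted p = 0.0168, r = 0.76 without the 2 farthest), and in skin r was −0.32 (permutation p = 0.0755, adjusted p = 0.115, rho = −0.302, permutation p = 0.0946, adjusted p = 0.189, r = −0.31 without the 2 farthest).

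Another hypothesis is that reads of Wwc2, whose exon covers Cldn22 on the other strand, account for the lower Cldn22 in skin. Wwc2 had an average log2 fold change of 0.137 (SE 0.102), in the other direction, which argues against it. Cldn22 and Wwc2 correlated at r = 0.308 in skin (permutation p = 0.0861, adjusted p = 0.115, rho = 0.255, permutation p = 0.158, adjusted p = 0.211, r = 0.205 without the 2 farthest) and r = 0.446 in DRG (permutation p = 0.0101, adjusted p = 0.0269, rho = 0.436, permutation p = 0.0134, adjusted p = 0.0535, r = 0.348 without the 2 farthest).

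In skin over the days, the skeletal muscle list had a mean log2 fold change of −0.22, while camera's direction was up (adjusted p = 0.0141, adjusted p = 0.99 with an estimated correlation).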
